# Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode *Caenorhabditis remanei*

**DOI:** 10.1534/g3.114.010553

**Published:** 2014-04-11

**Authors:** Kristin L. Sikkink, Rose M. Reynolds, Catherine M. Ituarte, William A. Cresko, Patrick C. Phillips

**Keywords:** genetic assimilation, experimental evolution, natural selection, heat shock proteins, heat stress, hormesis

## Abstract

Many organisms can acclimate to new environments through phenotypic plasticity, a complex trait that can be heritable, subject to selection, and evolve. However, the rate and genetic basis of plasticity evolution remain largely unknown. We experimentally evolved outbred populations of the nematode *Caenorhabditis remanei* under an acute heat shock during early larval development. When raised in a nonstressful environment, ancestral populations were highly sensitive to a 36.8° heat shock and exhibited high mortality. However, initial exposure to a nonlethal high temperature environment resulted in significantly reduced mortality during heat shock (hormesis). Lines selected for heat shock resistance rapidly evolved the capacity to withstand heat shock in the native environment without any initial exposure to high temperatures, and early exposure to high temperatures did not lead to further increases in heat resistance. This loss of plasticity would appear to have resulted from the genetic assimilation of the heat induction response in the noninducing environment. However, analyses of transcriptional variation via RNA-sequencing from the selected populations revealed no global changes in gene regulation correlated with the observed changes in heat stress resistance. Instead, assays of the phenotypic response across a broader range of temperatures revealed that the induced plasticity was not fixed across environments, but rather the threshold for the response was shifted to higher temperatures over evolutionary time. These results demonstrate that apparent genetic assimilation can result from shifting thresholds of induction across environments and that analysis of the broader environmental context is critically important for understanding the evolution of phenotypic plasticity.

Organisms regularly experience changes in their environments to which they must adapt to survive. As a consequence, many organisms have evolved the capacity to respond to stressful changes in environmental conditions by coherently altering their phenotypic attributes. This phenotypic plasticity, defined as the ability of a genotype to consistently produce an alternate phenotype in response to environmental variation (Bradshaw 1965), is known to be an important contributor to fitness in many organisms, including bacteria (Justice *et al.* 2006; Kümmerli *et al.* 2009; Butler *et al.* 2010), plants (Dudley and Schmitt 1996; Huber 1996; Agrawal 1998; Harder and Johnson 2005), and animals (Parejko and Dodson 1991; Warkentin 1995; Aubret *et al.* 2004; Charmantier *et al.* 2008; Cheviron *et al.* 2013).

Like any other character of organisms, phenotypic plasticity itself has a genetic basis that can change in response to evolutionary processes. One extreme evolutionary outcome of adaptation to a novel environment is the complete loss of ancestral phenotypic plasticity after selection, which is known as genetic assimilation (Waddington 1953, 1956). More generally, adaptation in one environment can lead to changes in phenotypic plasticity across other environments due to genetic correlations generated by the pleiotropic effects of genes responding to both environments or by genetic linkage of genes with independent effects within each environment. Quantitative genetic models (Via and Lande 1985; Gomulkiewicz and Kirkpatrick 1992; Gavrilets and Scheiner 1993) predict that these genetic correlations across environments determine how plasticity across environments evolves over time.

Although there has been renewed interest in the evolution of phenotypic plasticity and its importance for affecting the rate and direction of evolution of populations experiencing novel environments (Matesanz *et al.* 2010; Pfennig *et al.* 2010; Moczek *et al.* 2011), it is still unclear how fast phenotypic plasticity can evolve or what the molecular genetic basis underlying this evolution actually is. Except for a few classes of genes, most notably the heat shock proteins (hsps), which have been well-characterized for their role in regulating physiological responses to stress (Lindquist and Craig 1988) and acting as a capacitor for environmentally sensitive variation (Rutherford and Lindquist 1998; Cowen and Lindquist 2005; Sangster *et al.* 2008; Jarosz and Lindquist 2010; Rohner *et al.* 2013), little is known about where genetic variation for phenotypic plasticity resides in organisms’ genomes. For example, from a mechanistic standpoint, it is not known to what extent the evolution of phenotypic plasticity occurs primarily via changes in frequencies of alleles affecting protein-coding regions of genes as compared to regulatory changes affecting differential expression of genes. Dissecting the genetic basis of evolutionary change in phenotypic plasticity is particularly important because both the rate of evolution of phenotypic plasticity itself and the structure of genetic correlations across environments depend on the genetic architecture of phenotypic plasticity. Although it is likely that multiple mechanisms play a role in the evolution of plasticity, a readily testable hypothesis is that rapid evolution of phenotypic plasticity is, at least initially, more likely to involve genetic variation in transcriptional regulation.

In addition to this evolutionary context, there is increasing interest in a variety of fields as to how environmental factors such as nutrition or exposure to stress influence a wide variety of health-related outcomes such as aging (Gems and Partridge 2013). Although the direct negative effects of some environments, such as exposure to pathogens, are clear, in some cases brief exposure to stress at one point in the life cycle can lead to increased resistance to stress at a later time period—a phenomenon known as hormesis (Gems and Partridge 2008; Le Bourg 2009). In general, it appears that protection via a hormetic response is generated by the induction of stress response pathways (*e.g.*, heat shock proteins) (Volovik *et al.* 2012) in advance of when they are actually needed during exposure to a more severe stressor. Hormesis is a classic example of adaptive phenotypic plasticity, although the intellectual traditions of the two fields are largely distinct.

Here, we address this broad set of evolutionary and functional questions using experimental evolution in nematodes to investigate changes in phenotypic plasticity for an ecologically relevant trait: resistance to heat stress. Experimental evolution has proven to be a powerful system for studying evolutionary processes (Rose *et al.* 1990; Huey *et al.* 1991; Lenski *et al.* 1991; Matsumura 1996; Callahan 2005), including the genetic assimilation of phenotypically plastic traits (Waddington 1953, 1956; Suzuki and Nijhout 2006). Experimental evolution is particularly useful when ancestral and evolved populations can be compared simultaneously (Lenski *et al.* 1991).

We evolved the nematode *Caenorhabditis remanei*, which, like its sister species *C. elegans*, can be frozen indefinitely and recovered later (Brenner 1974). Unlike *C. elegans*, however, *C. remanei* populations display an abundance of genetic variation (Graustein *et al.* 2002; Jovelin *et al.* 2003; Cutter *et al.* 2006) and ample recombination because of obligate outcrossing, both of which facilitate a rapid response to selection (Morran *et al.* 2009). We evolved lines by selecting on their ability to withstand heat shock during early larval development, a trait that displays significant heritable variation in natural populations of *C. remanei* (Reynolds and Phillips 2013). Plasticity for heat stress resistance was measured in populations that were raised in the selective conditions (standard laboratory environment at 20°) and in a high-temperature environment at 30°, which the populations had not experienced during selection. We further investigated the transcriptional changes occurring in the selective populations across environments. Together, these data enable a detailed investigation of adaptive physiological and transcriptional changes in phenotypic plasticity in an ecologically important trait in *C. remanei*.

## Materials and Methods

### Creation of ancestral population

To obtain a heterogeneous population, we collected wild isolates of *C. remanei*. Two hundred woodlice (terrestrial isopods of the Family *Oniscidea*, also known as sowbugs or pillbugs) from Koffler Scientific Reserve at Jokers Hill, King City, Toronto, Ontario (+44° 1′ 46.88′′, −79° 31′ 41.69′′) were graciously provided to us by the Cutter laboratory (University of Toronto) and express-mailed to the Phillips laboratory (University of Oregon). All woodlice were collected within 300 meters of the main building of the field station. Of the 200 woodlice, approximately 20% contained *C. remanei*. From each of these we collected and maintained one mating pair, yielding 26 “isofemale strains.” Isofemale populations were immediately expanded to a large population size following the initial mating (approximately 100–1000 offspring per line in the first generation and very large population sizes in subsequent generations). All collected strains were frozen within three generations of collection to minimize laboratory adaptation. To create a cohort representative of naturally segregating variation for experimental evolution, we thawed samples from each of the 26 isofemale strains and crossed them in a controlled fashion to promote equal contributions from all strains, including from mitochondrial genomes and X chromosomes. The resulting genetically heterogeneous population (PX443) was frozen after creation and served as the ancestral population for the experimental evolution. Polymorphism in this species is ∼5% (Jovelin *et al.* 2003; Cutter *et al.* 2006; Jovelin *et al.* 2009), so there should have been abundant segregating variation present at the initiation of selection. All natural isolates, as well as the lines used in the experiment described below, were grown on nematode growth media (NGM) seeded with *E. coli* strain OP50 (Brenner 1974).

### Stress response phenotype

An acute stress in the context of this experiment is one that challenges the stress response of the worm within a 4-hr period. Given the short average lifespan of *Caenorhabditids* (∼20 d from L4), we reasoned that any exposure in excess of 6 hr might be treated by the worm as a chronic stress and could potentially invoke a fundamentally different class of cellular stress response. To test resistance to acute heat stress, worms were stage-synchronized via a bleaching procedure (“hatch off”) that kills adults and leaves only developing embryos. Embryos were rinsed, suspended in buffer without food, and given 18 to 24 hr to develop into L1 larvae. L1 larvae enter developmental arrest in the absence of food (Baugh 2013). Worms in L1 diapause suspended in liquid buffer were then exposed to an acute heat stress at 36.8° in a shaking incubator (70 rpm) for 4 hr in a sealed microcentrifuge tube. As a control, a subset of the population was kept at 20° under similar conditions. After acute stress shock, worms were transferred into a Petri dish containing Nematode Growth Medium-lite (NGM-lite; U.S. Biological) seeded with *E. coli* strain OP50. Survival was estimated 3 to 4 d later, when most worms had developed into fourth-stage L4 larvae but had yet to lay eggs. Acute heat shock resistance was quantified as the proportion of the phenotyped population that survived the heat shock and matured to adulthood, relative to the average survival of the control samples.

### Experimental evolution

We propagated four laboratory-adaptation control replicates and two acute heat-selected replicates. Each replicate population comprised 1000 to 2000 mating individuals. Exposure to acute stress occurred either every second generation or when the population produced ≥24,000 eggs, whichever occurred later. At that point, worms were stage-synchronized as described previously and subjected to the stress phenotyping protocols as described above. The control populations were randomly culled to 1000 L1 larvae during each selective generation and subjected to similar treatment as the heat shock lines, but at 20°. In the heat-selected populations, 10,000 of the L1 worms were randomly selected to undergo acute stress selection at an average temperature of 36.8°. This intensity of heat shock induces ∼70% larval death in the ancestral population (*s* = 0.7). To maintain a similar strength of selection (*s* between 0.7 and 0.8) throughout the experiment as the heat-selected population adapted, the heat shock temperature was increased incrementally (up to 37.2° in the final generation of selection). The populations were maintained in standard laboratory conditions at 20° between selective events. Selection was continued until each replicate line had experienced 10 total selective events.

Each population was frozen (*N* ≥ 100,000 individuals) after approximately every second generation of experiencing acute stress shock to retain a record of evolutionary change in the populations over time and to ensure that worms did not lose the ability to survive freeze and thaw. Approximately 5000 individuals from the frozen populations were thawed to continue the evolution experiment, whereas the remaining 95,000 worms remained frozen for future phenotyping and genetic and genomic analyses. Populations were thawed for selection after a minimum of 24 hr at −80°. In half of the selection lines (two control and one heat-selected population), freezing occurred a total of three times during selection, whereas this occurred five times in the remaining populations.

### Phenotypic plasticity across environments

To measure phenotypic plasticity for heat shock resistance across environments, the parents of phenotyped individuals were reared in either typical laboratory conditions (20°) or mild heat stress (30°). Their offspring were stage-synchronized, grown, and phenotyped in the parental rearing environment, *e.g.*, worms whose parents experienced 30° were raised entirely at 30°. The heat shock assays were performed as described above, except that the control samples were also kept at the same rearing temperature during the phenotyping assay.

Additionally, we chose the ancestor and one representative population from each selective regime to measure resistance to heat shock at a range of temperatures from 36.5° to 37.8°. The temperature during heat shock was recorded at 5-min intervals using two Thermochron iButton devices (Maxim Integrated). The average heat shock temperature was defined as the average measured temperature for both devices over 4 hr. Heat stress across the range of heat shock temperatures was measured as described for the standard (36.8°) heat resistance assays.

### Statistical analysis of phenotyping data

We tested for differences in survival following heat shock using a mixed model ANCOVA using JMP10.0 (SAS Institute). Fixed effects in the model included the cultivation temperature for phenotyping (20° or 30°), the selection regime (ancestor, control-selected, or heat-selected), and the interaction between phenotyping temperature and selection regime. Independently derived replicate lines from each experimental block were nested within selection regime and treated as a random factor using Satterthwaite’s approximation for degrees of freedom (Winer *et al.* 1991). As the dependent variable, we used square-root transformed counts of survivors from each heat-shocked plate. We included the square-root transformed average count of worms from the control plates for each phenotyping assay as a covariate in the model to control for variation in the estimated number of worms in each assay. The interaction between replicates and phenotyping environment was also included in the full model as a random factor, but its effect was very small and not significant and produced a slightly negative variance component estimate. Therefore, we set the variance component equal to zero for this term to perform further hypothesis testing.

Differences between reaction norms over the range of heat shock temperatures were tested by fitting a logistic regression model implemented in R (R Development Core Team 2013). We used a quasi-binomial model to allow for overdispersion in the response variable. The total number of individuals in each trial was assumed to be the average count from controls from the same treatment group that were assayed concurrently. The number of survivors from each heat shock trial was taken to be the successes in the model. In any case in which the number of survivors was greater than the assumed total, the number of survivors was assumed to be equal to the total (100% survival). Two factors, rearing environment and selection regime, as well as one continuous variable, average heat shock temperature, and all interactions were tested in the full model. We also tested for environment and environment-by-heat shock temperature interactions within each selection line.

### Transcriptional profiling of pooled populations

To obtain tissue for transcriptional profiling experiments, we thawed frozen stocks of worms from the ancestral population, one representative control population, and one heat-selected population. Worms were raised at 20° for a minimum of three generations or until the population was at least 250,000 individuals. Each population was then allowed to lay eggs, which were age-synchronized as described above. Age-synchronized embryos were allowed to hatch and develop for 20 hr in liquid medium, at which time most individuals had entered L1 diapause. Half of the larvae developed at 20° during this period, which we define as the larval development environment, whereas the remainder developed at 30°. After 20 hr, larval worms were passed through a 20-μm Nitex screen to remove unhatched eggs and dead adults. Approximately 15 μl of pelleted L1 tissue (∼100,000 individuals) was flash-frozen in TRIzol (Ambion) and stored at −80° until RNA isolation. 

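The labels of the 36 RNA-seq samples gave each one a line, a larval temperature, a replicate number from 1 to 6 and a batch letter, with 2 letters for each line. The letters were read as the independent thaws of a line, which neither the labels nor the methods state outright. In the control and heat-selected lines, replicates 1 and 2 at both temperatures came from the first thaw and replicates 3 to 6 from the second. The ancestor followed the same scheme at 20°, but at 30° replicates 1, 2, 5 and 6 carried the letter of the first thaw and replicates 3 and 4 that of the second. Samples that shared a replicate number also resembled each other. After the mean of each line and temperature was removed from the log2 cpm of 15963 genes, samples of the same number at 20° and 30° correlated across genes with a mean Pearson's r of 0.547 in the ancestor, 0.249 in the control line and 0.223 in the heat-selected line. For samples of different numbers the mean r was -0.102, -0.0451 and -0.0414. Samples of the same number also correlated between lines at 20°. The mean r was 0.213 for control and ancestor, 0.29 for heat-selected and ancestor and 0.11 for heat-selected and control. For different numbers it was -0.0424, -0.0558 and -0.0184. In the control and heat-selected lines, samples of the same number always share a thaw, while many of different numbers do not. Thaw could therefore give this contrast without pairing by number, and no comparison within a thaw was made. Removal of group means also tends to push the values for different numbers below 0. The main comparisons of lines at 20° did not pair samples by number. Genes are not independent replicates, so no p-value is attached to these correlations.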

For each treatment condition from each line, six replicates were collected from a minimum of two independently thawed populations from each line. We extracted total RNA from L1 tissue using standard TRIzol methods, and from this pool mRNA was isolated using the Dynabeads mRNA purification kit (Ambion). Purified mRNA was sheared to 200- to 600-nt fragments using a buffered zinc solution (RNA Fragmentation Reagent; Ambion). cDNA was synthesized using Superscript III reverse-transcriptase (Invitrogen), and sequencing libraries were created through ligation of adaptors with inline barcodes to enable multiplexing of samples. Samples were sequenced in five lanes on an Illumina HiSequation 2000 at the University of Oregon Genomics Core Facility.

### Analysis of differential gene expression

We performed quality filtering of raw sequence reads using the process_shortreads component of the software Stacks (Catchen *et al.* 2011, 2013), which discards reads with ambiguous sample identity, reads with uncalled bases, and reads failing Illumina purity filters. Reads with ambiguous barcodes were rescued if they had fewer than two mismatches from a known barcode. 

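Across the 36 count tables, the reads counted on genes and the reads that htseq-count set aside came to 350654494. Reads counted on genes ranged from 2537371 to 11899617 per sample, with a median of 5616754.5.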

We obtained more than 342 million reads that passed initial quality filters. We aligned all reads that passed the quality filters to the *C. remanei* genome (C_remanei-15.0.1 assembly) available at Ensembl Metazoa (metazoa.ensembl.org/‎) using GSNAP (Wu and Nacu 2010). To help guide the alignment across exon boundaries, we used existing annotated gene models for protein-coding genes obtained from Ensembl Metazoa while allowing GSNAP to identify novel splice sites as well. For this study, we chose to focus on previously annotated protein-coding genes. While this approach may miss responses in genes that are not currently annotated, this dataset does include 31,518 transcripts, including many of the genes that might be expected to respond to heat stress (*e.g.*, hsps). 

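The count tables listed 31518 gene models under their Ensembl Metazoa identifiers. Of these, 29730 had at least 1 count in some sample and 1788 had none in any of the 36 samples. The identifiers are given here as the tables list them, since no genome or annotation of *C. remanei* was at hand from which to give positions.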

We then used the htseq-count tool from the Python package HTSeq (http://www-huber.embl.de/users/anders/HTSeq/) to count all reads aligning to protein-coding genes. Reads were counted against the gene models using the “union” mode in htseq-count, so that reads were only counted if they unambiguously overlapped a single gene model.

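Between 42.95% and 70.08% of the reads in a sample were counted on a gene, with a median of 56.915% over the 36 samples. Reads with more than 1 alignment were set aside, so genes with near-identical copies lose counts under this mode. These reads made up 10.67% of all reads in the sample with the lowest share, heat-selected replicate 6 at 20°, and 18.51% in the one with the highest, heat-selected replicate 4 at 30°. Reads that overlapped more than 1 gene model were between 0.08% and 0.22% of a sample.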

For each selection line, we tested only those genes for which we could confidently detect expression. Genes expressed at very low levels are unlikely to be detected in all libraries and are more likely to be affected by sampling variance (Bloom *et al.* 2009), thereby reducing the power for detecting differential expression among treatments. We modified the filtering procedure commonly implemented in the edgeR package (Robinson and Oshlack 2010; Anders *et al.* 2013) to remove these uninformative genes prior to analysis. Genes that had less than one count per million (cpm) were considered to be unexpressed in a given sample. In our smallest sequenced libraries, 1 cpm is equivalent to approximately two reads aligned to a given gene. 

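The smallest library in the count tables was control replicate 1 at 30°, with 2537371 reads counted on genes, where 1 cpm equals 2.54 reads. The smallest level that 3 counts can show was 1.182 cpm in that library and 0.252 cpm in the largest, ancestor replicate 3 at 30°. Genes near the detection threshold are therefore measured less precisely in the heat-selected samples at 20°, whose median was 3079385 counts, than in the ancestor samples at 30°, whose median was 7419069.5.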

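With cpm computed on the total gene counts of each sample, the filter of more than 1 cpm in at least 4 of 6 replicates at one temperature kept 15347 genes in the ancestor, 15141 in the control line and 14784 in the heat-selected line. A total of 15963 genes passed in at least 1 line. Requiring all 6 replicates instead lowered these numbers most, to 13332, 13502, 12894 and 14108 genes.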

Because we were interested primarily in the effect of environmental treatment, we excluded genes for analysis unless they met the detection threshold (>1 cpm) in at least four of the six replicates for one of the temperature treatments for any line.

Differential gene expression analysis was conducted using the DESeq package (Anders and Huber 2010) in R, which utilizes a negative binomial distribution to test for differential expression among treatments to better accommodate the well known phenomenon of overdispersion in RNA-seq data. We tested for differences in gene expression between larval environments within each of the selection lines. 

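The thaw had a large effect on the counts. Between the 2 thaws of one line at 20°, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 5830 differentially expressed genes in the ancestor, 1472 in the control line and 756 in the heat-selected line at a 5% FDR, with 2 samples against 4 in each. When thaw was left out of the model for temperature, the number of genes affected by temperature fell from 4748 to 2365 in the ancestor, from 4971 to 3218 in the control line and from 3782 to 2174 in the heat-selected line.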

Two factors, larval development temperature and replicate thaw, were included in the full model as additive effects. To assess the effect of temperature on expression, we compared the full model to a reduced model that excluded temperature. Larval development temperature was deemed to have a significant effect on the regulation of a gene if the full model fit significantly better than the reduced model at a 5% false discovery rate (FDR) after adjusting for multiple comparisons using the Benjamini-Hochberg method (Benjamini and Hochberg 1995). Similarly, we tested for the effect of evolution within the 20° larval environment by testing for significant expression differences between each pair of populations.

To understand how transcriptional plasticity evolved in the selected lines, we compared differential expression (log_2_ fold change between larval environments) of each evolved population to the ancestor. Because of differences in power to detect differential expression among the three lines, we used a regression approach to compare the average change across environments in each selected line and the ancestor. Three genes that were expressed in only one environment were excluded from this regression analysis, because the log_2_ fold change is infinite. Furthermore, we excluded from this analysis all genes that were expressed below the detection limit in either compared line, as gene silencing potentially represents a different mechanism for genetic assimilation. Finally, we also excluded genes that did not show significant inducible expression (FDR <5%) in at least one of the two lines undergoing comparison. We fit an ordinary least squares (OLS) linear model (using the lm function in R) to the log_2_ transformed fold change of the significantly differentially expressed genes for each pairwise comparison of the evolved lines with the ancestor.

### Gene ontology enrichment analysis

We used the software program Blast2GO (Conesa *et al.* 2005) to look for over-representation of GO terms (The Gene Ontology Consortium 2000) in the sets of significantly upregulated or downregulated genes in the 30° larval environment. Blast2GO computes a Fisher’s exact test with a FDR correction to test for significant over-representation of GO terms in a test set. Two test sets were created for each population: one with significantly upregulated genes (FDR < 1%) and one with downregulated genes (FDR <1%). We tested for over-representation of generic GOSlim ontology terms using a one-tailed test against a reference set of the genes that were not differentially expressed between larval environments in the same population (FDR >5%). Ontology information was visualized using Cytoscape 3.0 (Smoot *et al.* 2011).

## Results

### Selection increases resistance to heat stress in the selective environment

When raised in standard laboratory conditions at 20°, approximately 30% of individuals from the ancestral population survived a 36.8° heat shock treatment during the early larval period and were subsequently able to develop to adulthood (Figure 1A). After ∼30 generations of propagation under standard laboratory conditions, control populations maintained a level of heat stress resistance that was approximately comparable to that of the ancestor (F_1,4_ = 0.99, *P* = 0.3825). Some variation among independently evolved replicates was observed, potentially reflecting genetic drift among these populations. In contrast, selection via periodic exposure to heat shock increased resistance to high temperatures. Comparing the time points from the heat-selected lines reveals a linear increase in survival over the course of selection (linear model with time: F_1,4_ = 10.04, *P* = 0.0397; quadratic terms: F_1,5_ = 0.23, *P* = 0.6485), culminating with nearly 85% of individuals surviving heat shock in the final generation.

**Figure 1:**
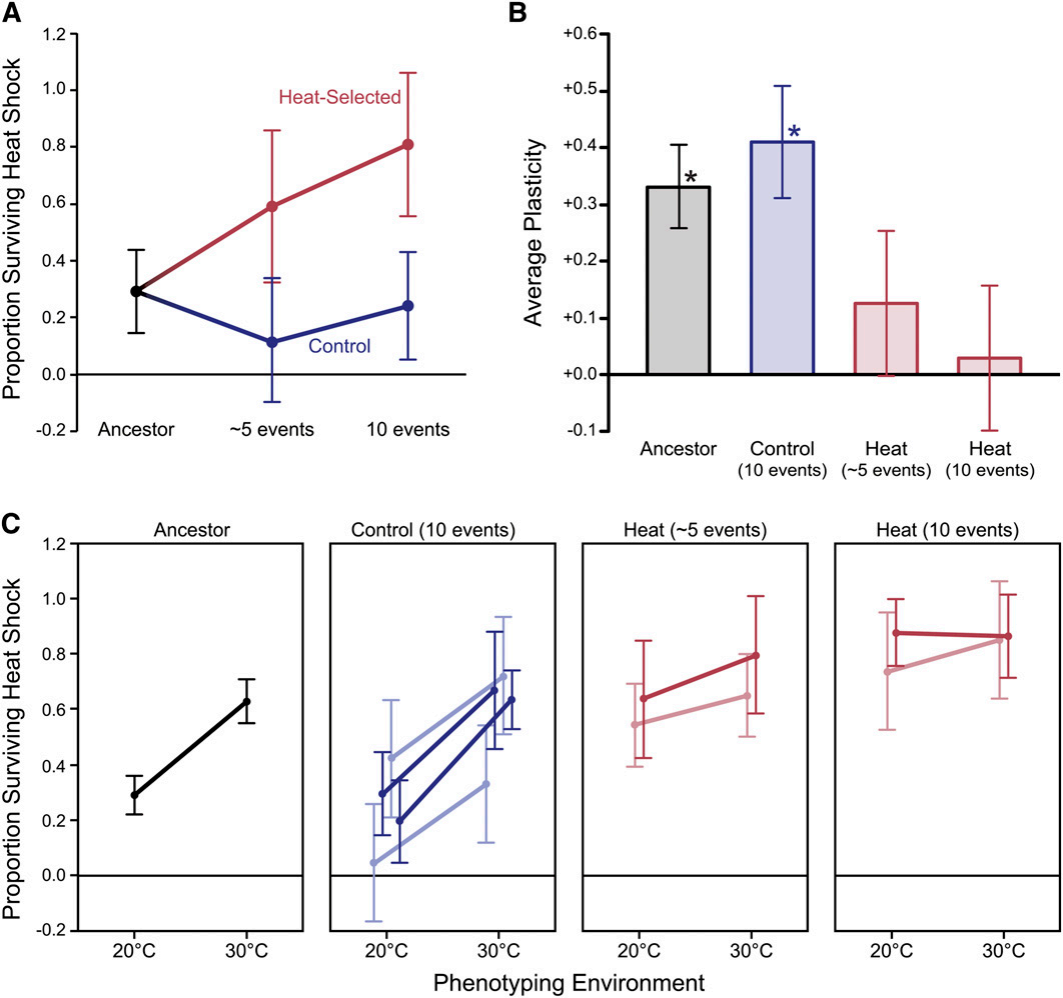
Evolved changes in heat shock resistance in selected lines of *C. remanei*. (A) Proportion of heat-shocked worms surviving to adulthood relative to control treated replicates for populations subjected to heat selection (red) and control populations (blue). (B) Plasticity for heat stress resistance, defined as the difference between survival at 30° and survival at 20° for ancestral (gray), control (blue), and heat-evolved (red) populations. Asterisks denote populations with a significant (*P* < 0.05) effect of environment (*i.e.*, plasticity) on survival. (C) Reaction norms for replicate evolved lines in the 20° and 30° environments. Least squared means from the ANOVA with 95% confidence intervals are plotted.

### Plasticity for acute heat shock resistance evolves rapidly

In addition to measuring larval heat resistance after cultivation at 20°, which is the standard environment during the selection experiment, we also exposed individuals from each population to a novel environment: elevated temperature (30°) during embryogenesis. Note that *C. remanei* is much more resistant to high temperatures than *C. elegans*, which tends to have an upper thermal limit of 26° to 27° (Anderson *et al.* 2011). After cultivation at 30°, survival of the ancestral population increased to 63% after heat shock (F_1, 111_ = 33.52, *P* < 0.0001) (Figure 1C), reflecting a high degree of plasticity across environments for the heat resistance phenotype (Figure 1B), apparently via induction of heat resistance pathways at this sublethal temperature. In the populations evolved under control conditions, the novel 30° environment induced a similarly large plastic response as in the ancestral population, with no significant population-by-environment interaction (F_1, 113_ = 2.82, *P* = 0.0959) (Figure 1B). Despite some variation in average survival at each cultivation temperature, plasticity in survival was highly consistent across all controls (Figure 1C).

In lines selected for heat shock resistance, there was no significant increase in survival in the novel environment at 30° compared to the ancestor (F_1, 4_ = 1.84, *P* = 0.2462), which contrasts sharply with the response observed at 20°. Consequently, plasticity across environments declined dramatically during selection until the complete loss of environmental sensitivity occurred after 10 generations of selection for heat resistance (F_1, 112_ = 1.11, *P* = 0.6558). Loss of plasticity occurred in this case because the phenotype in the 20° environment evolved to match that of the 30° environment. Note that this result is not simply a matter of scale, as these populations were still relatively far from the upper bound of 100% survival. These results support an apparent genetic assimilation of the heat-induced phenotype following selection.

### Global transcriptional response to environmental change is unchanged

Given the observed pattern of rapidly evolved plasticity for heat stress resistance across environments, we hypothesized that the phenotypic evolution may be manifested in differences in gene expression profiles across environments in a large proportion of genes. Furthermore, we predicted that the phenotypic assimilation might be matched by a pattern of transcriptional assimilation as well. Specifically, genes that are differentially expressed between the 20° and 30° environments in the ancestral population would be expected to become constitutively expressed in the heat-evolved lines to match the observed phenotypic change in those populations (Figure 2). To test this hypothesis, we used RNA-sequencing (henceforth RNA-seq) on pooled samples from the ancestor, control, and heat-evolved populations, which were divided and raised at either 20° or 30° for 20 hr before tissue collection.

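RNA was sequenced from 36 pools of L1 larvae, the first larval stage, from the ancestor, 1 control line and 1 heat-selected line. Each line had 6 replicates raised at 20° and 6 at 30°. The authors aligned the reads with GSNAP, counted those that overlapped a single gene model with htseq-count, and deposited the whole-number counts per gene without normalization. Total gene counts per ancestor sample ranged from 4989766 to 8667191 at 20° (median 6429216) and from 6214475 to 11899617 at 30° (median 7419069.5). Control samples had between 3673561 and 6381557 counts at 20° (median 5616754.5) and between 2537371 and 7143255 at 30° (median 5244472). For the heat-selected line the range was 2606464 to 5026959 at 20° (median 3079385) and 3587588 to 6992266 at 30° (median 4484770), so the 3 lines did not have the same power.

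The paper tested these counts with DESeq. Here edgeR's quasi-likelihood test (version 4.0.16) was fitted to the same counts with TMM normalization, the detection filter of the methods and an FDR of 5% after Benjamini-Hochberg adjustment. Temperature was tested within each line with thaw as an additive effect. Lines were compared at 20° without a thaw term, since each thaw belongs to a single line. The difference in temperature response between a pair of lines was tested as an interaction. Inclusion of thaw, the estimate of the dispersion, the filter on low counts and the depth could each change the number of genes. No pair of replicates of one condition had counts that matched within sampling noise: the chi-square per gene was 2.798 or more in all 15 pairs of each condition, over genes with at least 20 counts in the pair.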

**Figure 2:**
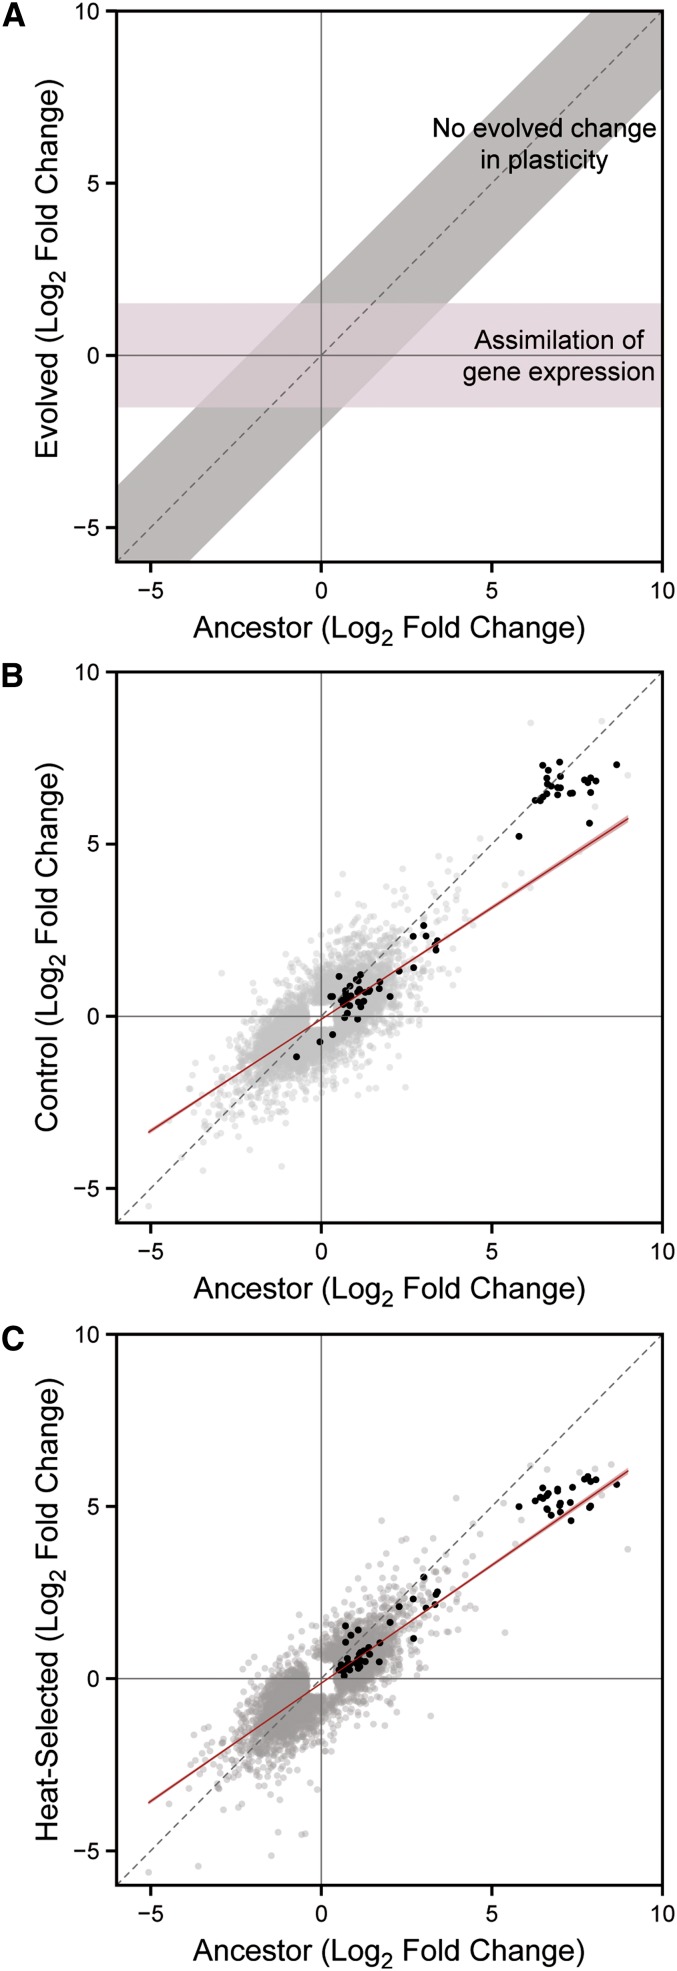
Inducible transcriptional response in evolved lines of *C. remanei*. (A) Predicted changes in transcriptional plasticity between the ancestor and heat-evolved populations under a null hypothesis in which genes have equivalent levels of plasticity in both selection lines (*i.e.*, no change in plasticity) or the alternative hypothesis in which there is genetic assimilation of gene expression in the evolved line. (B) Comparison of changes in inducibility of gene expression at 30° in ancestor *vs.* the control evolved populations or (C) ancestor *vs.* heat-selected. Gray points represent differentially expressed genes from either of the compared lines, and black points represent candidate hsp genes. Red lines in (B) and (C) indicate the linear fit from the regression model (±95% CI). Gray dashed line is slope of 1, representing the null hypothesis of equal expression between lines.

Of the genes that were expressed above our threshold for detection, we identified 8377 genes that were differentially expressed across environments in at least one of the three populations (Supporting Information, Table S1). 

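At a 5% FDR, larval temperature affected 4748 of 15347 detected genes in the ancestor, of which 2400 were higher and 2348 lower at 30° than at 20°. The control line had 4971 such genes among 15141, with 2528 higher and 2443 lower, and the heat-selected line 3782 among 14784, with 1776 higher and 2006 lower. The union over the 3 lines was 7805 genes. Of these, 1738 were affected in all 3 lines, and 1732 of them changed in the same direction in each, 892 upward and 840 downward at 30°. Another 1494 genes were affected only in the ancestor, 1712 only in the control line and 641 only in the heat-selected line, which does not by itself show that the lines differ, since each line was tested separately. With the replicate number as a block in place of thaw the union was 8379 genes. The first thaw alone, which leaves 2 samples per temperature in the evolved lines, moved the union most, to 1671 genes.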

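Table S2 marks 29 of its 200 genes as heat shock proteins (hsps). All 29 passed the detection filter in the ancestor and heat-selected lines and 28 in the control line, and every one tested was higher at 30° at an FDR of 5%. The hsp gene *hsp-70* (CRE20780) rose in the ancestor from 38.7 ± 39.5 cpm (SD, n = 6) at 20° to 2986 ± 877 cpm (SD, n = 6) at 30°. Its log2 fold change was 6.44 (standard error 0.573, adjusted p = 4.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the control line it was 6.16 (standard error 0.822, adjusted p = 3.66e-05 from the same edgeR test), and in the heat-selected line 5.26 (standard error 0.731, adjusted p = 6.7e-05 from edgeR).

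Among genes outside the hsps, 250 were significant in the same direction in all 3 lines with no overlap between the 6 samples at 20° and the 6 at 30° in any line. Ranked by the smallest of their 3 log2 fold changes, the genes with the largest increase were CRE26773, CRE16387 and CRE09421. CRE26773, described in Table S2 as an integrase, had log2 fold changes of 7.87 in the ancestor, 6.32 in the control line and 5.73 in the heat-selected line. CRE16387 rose by 3.75, 3.25 and 4.87 on the log2 scale, and CRE09421 by 3.66, 3.04 and 3.10. In the ancestor at 20°, CRE26773 averaged 0.145 cpm and CRE16387 0.0922 cpm, so the size of their increases rests on few reads. The largest decreases were those of CRE19026, a gene with a ShK toxin domain, at -5.16, -5.45 and -5.38, of the protein kinase gene CRE24573, and of CRE13476, at -4.47, -3.01 and -3.59. CRE24573 had a mean of 2.10 cpm in the ancestor at 20° and no count in any control or heat-selected sample at 30°, so its fold change in those lines depends on the prior count of the fit. None of these temperature effects lost significance or changed sign under another setting, and the largest move was that of CRE19026 in the ancestor without thaw in the model, to -4.21.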

Not surprisingly, exposure to the 30° environment caused upregulation of genes involved in mediating response to stress (Figure S1 and Table S2), as well as enrichment of biological processes related to metabolism, growth, and development. Processes relating to ion transport and cellular communication were downregulated at 30°. These processes were similarly enriched in all three selection lines.

To understand how expression plasticity has evolved in the selected populations, we compared the inducibility (measured as the log_2_ fold change in expression between environments) of the differentially expressed genes between selection lines and the ancestor (Figure 2). 

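The log2 fold change of a gene between 20° and 30° was taken from the fit of each line with thaw in the model. For the comparison of the control line with the ancestor, 6823 genes were detected in both lines, significant in at least 1 of them and expressed at both temperatures. For the heat-selected line the set held 5709 genes. Each set was defined by significance in either line, so it includes genes whose change in the ancestor was not significant.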

When comparing the expression change across environments between different lines, the null expectation is that these should have equal expression differences in both lines for the majority of genes (Figure 2A). Alternatively, under a genetic assimilation model, we would expect to observe expression differences in the control and ancestral populations but constitutive expression of these genes in the heat-evolved population.

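Over 6823 genes, the ordinary least squares slope of the control line's log2 fold changes on those of the ancestor was 0.679 (standard error 0.00664). For the heat-selected line the slope was 0.712 (standard error 0.00563) over 5709 genes. The standard errors are across genes, which are not independent replicates. To see the spread between samples, the difference in log2 cpm between 30° and 20° of each replicate pair was regressed on the ancestor's log2 fold changes, over 7180 genes detected in all 3 lines and significant in at least 1. The slopes averaged 0.618 ± 0.264 (SD, n = 6 pairs) in the control line and 0.654 ± 0.132 (SD, n = 6 pairs) in the heat-selected line, and all 12 were below 1. The setting that moved the slopes most exchanged the axes, so that the ancestor was regressed on the evolved line, which gave 0.891 for the control line and 1.035 for the heat-selected line. In that direction a weaker evolved response without scatter would give a slope above 1, so these values cannot be read like the others. From slopes below 1 in the regressions of Figure 2, the paper reasons that many genes respond somewhat less to the environment in the evolved lines.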

When comparing the expression change in the ancestral population to the expression difference in either evolved population, there was a slight reduction in the slope term of the linear model, suggesting that many genes are somewhat less responsive to environmental change (Figure 2, B and C). 

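The t statistic of the slope against 1 was -48.29 with 6821 degrees of freedom in the control line and -51.15 with 5707 degrees of freedom in the heat-selected line. Both count genes as if they were independent. When the replicate number was used as a block in place of thaw, the slopes were 0.778 in the control line and 0.793 in the heat-selected line. With only the genes significant in both lines of a comparison they were 0.807 and 0.803. Leaving out the thaw brought them closest to 1 among the regressions on the ancestor, at 0.859 in the control line and 0.813 in the heat-selected line with ordinary least squares. Since the slope was below 1 in the control line too, which was kept without heat shock, the paper proposes laboratory adaptation as the source of the pattern in place of genetic assimilation.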

However, this effect was apparent in both the control (*b* = 0.648; *t*_7751_ = −59.49; *P* < 0.0001) and heat-evolved populations (*b* = 0.686; *t*_6743_ = −60.63; *P* < 0.0001), indicating that this observed pattern may be a signature of laboratory adaptation rather than genetic assimilation of heat stress resistance. 

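The slope of the heat-selected line was larger than that of the control line by 0.0325, with t = 3.74 and 12528 degrees of freedom across genes. Measured on replicate pairs, the difference was 0.0357 and smaller than the spread among pairs of one line (exact permutation test of 6 pairs against 6, p = 0.771, where the smallest p possible is 0.00216). Control pairs ranged from 0.181 in replicate 1 to 0.952 in replicate 3, and heat-selected pairs from 0.533 in replicate 6 to 0.898 in replicate 1. The thaws of a line differed in turn: among replicates 3 to 6, from the second thaw, the regression slopes were 0.786 in the control line and 0.601 in the heat-selected line, a difference of -0.185 (exact permutation test of 4 pairs against 4, p = 0.0571, smallest possible 0.0286). With 2 pairs per line, the first thaw is too small for the same test. With the replicate number as a block the difference was 0.0149. The paper compared the slopes across genes and found the reduction slightly larger in the control line.

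**Figure D1:**
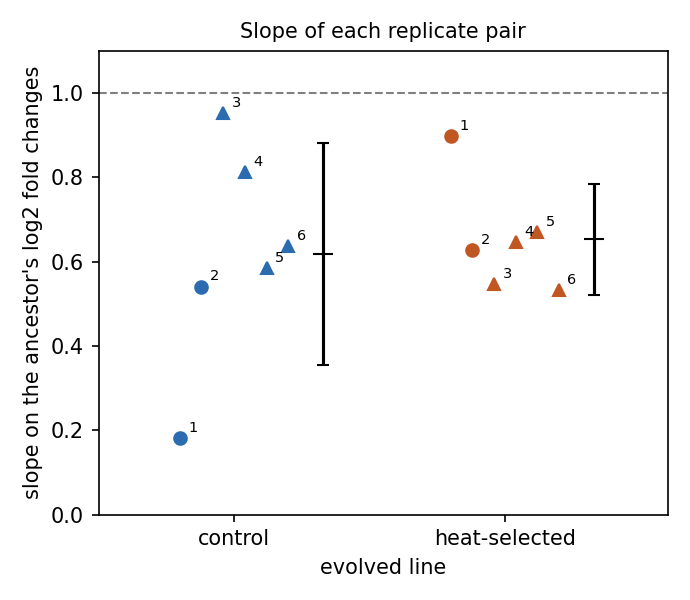
Slope of each replicate pair's difference in log2 cpm between 30° and 20° on the ancestor's log2 fold changes, for the control and heat-selected lines. Circles are pairs from the first thaw and triangles pairs from the second, numbered by replicate, with the mean and SD of 6 pairs beside them and a dashed line at a slope of 1. Control pairs lie between 0.181 and 0.952 and heat-selected pairs between 0.533 and 0.898, so the lines overlap.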

The reduction of slope was slightly more pronounced in the control populations than in those selected for heat resistance (*t*_14494_ = 4.78, *P* < 0.0001). Furthermore, a significant correlation between the responsiveness of expression in the ancestor and evolved populations remains, implying that general transcriptional assimilation is not responsible for the phenotypic assimilation.

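Across the 6823 genes of the control comparison, Pearson's r between the log2 fold changes of the control line and the ancestor was 0.778 and Spearman's rho was 0.736. Across the 5709 genes of the heat-selected comparison r was 0.858 and rho was 0.811. Genes are not independent replicates, so these values describe the genes and carry no error between samples. In the fits with the replicate number as a block, r was 0.835 and 0.884. All detected genes, significant or not, gave the lowest values, at 0.720 for the control line and 0.794 for the heat-selected line. Genes significant in both lines of a comparison moved r furthest, to 0.936 and 0.946. From the significant correlation that remained, the paper infers that a general assimilation of transcription does not account for the assimilation of the phenotype.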

### Inducibility of candidate heat shock proteins is unchanged

Genetic assimilation may not be generated by constitutive gene expression at a global level, but rather by changes in specific pathways such as those regulating heat response. To test this hypothesis we analyzed the response of heat shock proteins, which are particularly strong candidates for regulating a heat-specific response because of their key role in mitigating damage due to cellular stress (Lindquist and Craig 1988). In addition, *hsp70* genes have been shown to respond to selection at different temperatures in *Drosophila melanogaster* (Bettencourt *et al.* 2002), and the inducibility of *hsp70* differs among related *Drosophila* species adapted to different thermal environments (Krebs 1999; Calabria *et al.* 2012), making these genes likely targets for adaptation to heat stress. We identified 89 genes in *C. remanei* belonging to four families of heat shock proteins: the HSP70 superfamily; the HSPC (HSP90) family; the DNAJ (HSP40) family; and small heat shock proteins in the HSPB family, many of which are inducible in response to heat stress in the genus *Caenorhabditis* (Heschl and Baillie 1990; Stringham *et al.* 1992; Nikolaidis and Nei 2003). 

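The full list of these genes was not in the files analysed here. Table S2, the list of the 200 genes most affected by temperature, marks 29 genes as hsps: 12 of the HSP70 family, 16 small hsps of the HSPB family and 1 of the HSPC (HSP90) family. These 29 are the hsps whose values are given here. Because that list was chosen by the size of the temperature effect, hsps with a weak or absent response are missing from it, and an average over these genes overstates the induction of hsps in general.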

As expected, most of the hsps exhibited a high degree of plasticity across environments. 

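The mean log2 fold change at 30° over the hsps marked in Table S2 was 6.53 ± 1.46 (SD over 29 genes) in the ancestor, 5.62 ± 1.50 (SD over 28 genes) in the control line and 4.74 ± 1.07 (SD over 29 genes) in the heat-selected line. All of the hsps tested in a line were significantly higher at 30° by edgeR's quasi-likelihood test at a 5% FDR. Summed over the 29 hsps, log2 cpm in the ancestor was 11.66 ± 0.444 (SD, n = 6) at 20° and 15.94 ± 0.510 (SD, n = 6) at 30°. In the control line it rose from 11.55 ± 0.349 (SD, n = 6) to 14.40 ± 1.76 (SD, n = 6), and in the heat-selected line from 12.66 ± 1.07 (SD, n = 6) to 16.37 ± 1.23 (SD, n = 6). In each line every sample at 30° lay above every sample at 20° (exact permutation test, p = 0.00216, the smallest that 6 against 6 allow). The individual hsps spanned log2 fold changes from 3.05 to 8.41 in the ancestor, 1.93 to 6.87 in the control line and 2.01 to 5.79 in the heat-selected line. The gene CRE24849, the HSP70 gene listed first in Table S2, had the largest in the ancestor at 8.41 (standard error 0.599, adjusted p = 6.21e-07 from edgeR). Its mean in the ancestor at 20° was 0.134 cpm, so the size of this change rests on few reads. With the replicate number as a block it was 7.48. With the replicate number as a block in place of thaw the means were 6.47, 5.74 and 4.71. Summing the counts of the hsps before taking the ratio, which gives weight to the most abundant ones, lowered the values most, to 4.28, 2.84 and 3.71. In the second thaw alone the mean in the ancestor was 7.93, where 2 samples at 30° against 4 at 20° could not reach significance (exact permutation test, p = 0.0667, the smallest possible).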

However, they also retained an equivalent degree of plasticity in both evolved populations (Figure 2). 

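Over the 28 hsps detected in all 3 lines, the log2 fold change was lower than in the ancestor by a mean difference of -0.910 in the control line, where 26 of 28 hsps were lower, and of -1.77 in the heat-selected line, where all 28 were lower. These genes share samples and are not independent. Tested on replicate pairs, the change in log2 summed hsp cpm from 20° to 30° was 4.28 ± 0.496 (SD, n = 6) in the ancestor, 2.84 ± 1.71 (SD, n = 6) in the control line and 3.71 ± 1.41 (SD, n = 6) in the heat-selected line. The control line differed from the ancestor by -1.44 (exact permutation test, p = 0.0736) and the heat-selected line by -0.572 (exact permutation test, p = 0.379), neither of them beyond the variation among pairs. None of 29 hsps had a significant line by temperature interaction at a 5% FDR against the ancestor in either evolved line, by edgeR's quasi-likelihood test. For *hsp-70* (CRE20780) the interaction was -0.238 (standard error 0.956, adjusted p = 0.919 from edgeR) in the control line and -1.17 (standard error 0.902, adjusted p = 0.711 from edgeR) in the heat-selected line. *daf-21* (CRE04918) gave -1.18 and -0.834, and *hsp-3* (CRE00198) -1.40 and -0.868, on the log2 scale. In the small hsp CRE18319 it was -1.30 and -2.88. With the replicate number as a block the mean differences were -0.741 and -1.75. The second thaw alone moved the mean difference of the heat-selected line most, to -3.92, and summed counts that of the control line, to -1.44. In the second thaw the ancestor has 2 pairs against 4, and the test on their summed cpm gave an exact permutation p of 0.133, where 0.0667 is the smallest possible. From the position of the hsps in Figure 2 the paper concludes that they kept their plasticity in both evolved populations.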

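At 20°, log2 summed cpm of the 29 hsps marked in Table S2 was 11.66 ± 0.444 (SD, n = 6) in the ancestor, 11.55 ± 0.349 (SD, n = 6) in the control line and 12.66 ± 1.07 (SD, n = 6) in the heat-selected line. The control line differed from the ancestor by -0.105 (exact permutation test, p = 0.645). The heat-selected line was higher than the ancestor by 0.995 (exact permutation test, p = 0.0541, adjusted p = 0.0812 over the 3 pairs of lines) and higher than the control line by 1.10 (exact permutation test, p = 0.0325, adjusted p = 0.0812), so no difference passed the adjustment. Paired by replicate number, with the number as a block, the same differences had an exact sign-flip p of 0.0312 and 0.0625 (adjusted 0.0938 for both), where 0.0312 is the smallest that 6 pairs allow.

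Within the heat-selected line the samples followed the thaws. Its first-thaw samples had 11.29 and 11.87, inside the ancestor's range of 11.12 to 12.33, against 11.12 and 11.35 in the ancestor's first thaw, and its 4 second-thaw samples 14.37, 13.04, 12.45 and 12.92, above every ancestor and control sample. Among second-thaw samples alone, the heat-selected line exceeded the ancestor by 1.32 and the control line by 1.49 (exact permutation tests, p = 0.0286 for each, the smallest that 4 against 4 allow, adjusted p = 0.0429). With 2 samples per line, the first thaw is too small for this permutation test to reach significance. Each line has 2 thaws of its own, so a rise in 1 thaw cannot be told from an effect of that thaw. The mean of log2 cpm in place of the log2 of the sum moved the values most, to 1.71 against the ancestor and 2.43 against the control line (adjusted p = 0.0227 for both, exact permutation test).

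Gene by gene, 24 hsps passed the detection filter in the comparison of the heat-selected line with the ancestor. All 24 were higher in the heat-selected line, 2 of them at a 5% FDR by edgeR's quasi-likelihood test. Against the control line all 24 were again higher, 10 of them at a 5% FDR. In the comparison of the control line with the ancestor, 5 of 22 were higher and none was significant, the smallest adjusted p being 0.438 from edgeR. The small hsp CRE18319 had the lowest adjusted p against the ancestor. It measured 85.7 ± 120 cpm (SD, n = 6) in the heat-selected line and 5.55 ± 2.11 cpm (SD, n = 6) in the ancestor, a log2 fold change of 3.92 (standard error 0.723, adjusted p = 0.0197 from edgeR). The paper found no evidence of a difference in hsps among the populations at 20°.

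**Figure D2:**
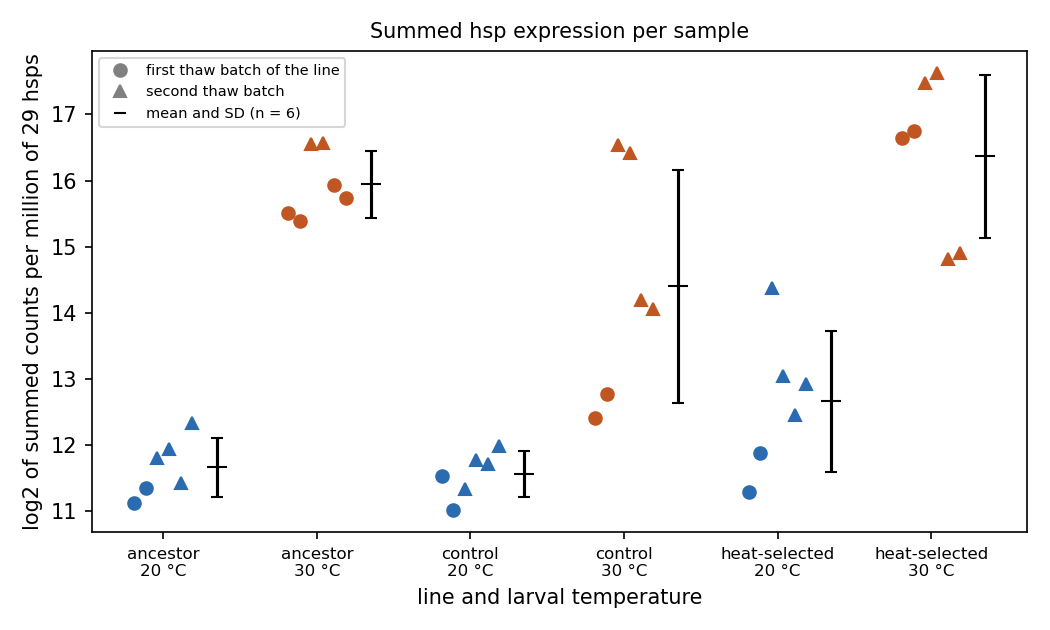
Log2 of the summed cpm of the 29 hsps marked in Table S2, for each of the 36 samples by line and larval temperature (blue 20°, orange 30°). Circles are first-thaw samples, triangles second-thaw samples, and the bars give the mean and SD of 6 samples. The heat-selected samples at 20° run from 11.29 and 11.87 in the first thaw to 14.37 in the second.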

In addition, there was no evidence that the basal level of hsp expression at 20° differed among populations. 

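At 20° and a 5% FDR by edgeR's quasi-likelihood test, 86 of 15206 genes differed between the heat-selected line and the ancestor, 65 of them higher in the heat-selected line. The control line differed from the ancestor in 41 of 15260 genes, 23 of them higher, and the heat-selected line from the control line in 131 of 14978 genes, 96 of them higher. The gene with the largest change among those whose 6 heat-selected samples all lay above the 6 ancestor samples was the C-type lectin gene CRE14636. It had 241 ± 182 cpm (SD, n = 6) in the heat-selected line, 13.5 ± 2.38 cpm (SD, n = 6) in the control line and 3.52 ± 0.719 cpm (SD, n = 6) in the ancestor. Its log2 fold change was 6.10 in the heat-selected line (standard error 0.858, adjusted p = 0.00373 from edgeR) and 1.95 in the control line (standard error 0.205, adjusted p = 0.000273 from edgeR), both against the ancestor. A further C-type lectin gene, CRE14503, had 5.70 (standard error 0.802, adjusted p = 0.00373 from edgeR) and 1.83 (standard error 0.310, adjusted p = 0.0155 from edgeR). In the heat-selected line these values rest on the second thaw: CRE14636 had 8.80 and 10.3 cpm in the first-thaw samples and 324 to 407 cpm in the 4 second-thaw samples.

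CRE23514 and CRE24278, listed first in Table S3, had log2 fold changes of 7.82 (standard error 1.36, adjusted p = 0.00776 from edgeR) and 7.54 (standard error 1.20, adjusted p = 0.00814 from edgeR) in the heat-selected line. Neither passed the detection filter in the comparison of the control line with the ancestor. For CRE24278 the first-thaw heat-selected samples had 1.19 and 0 cpm, and the second-thaw samples between 35.9 and 72.6 cpm. CRE23798 was lower in the control line than in the ancestor by a log2 fold change of -5.60 (standard error 0.680, adjusted p = 0.000585 from edgeR) and did not differ in the heat-selected line, at -0.0663 (adjusted p = 0.951 from edgeR). CRE12053 was higher in the control line by 3.18 (standard error 0.461, adjusted p = 0.00375 from edgeR).

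The number of genes depended strongly on how thaw was treated. With the replicate number as a block, 294 genes differed between the heat-selected line and the ancestor and 59 between the control line and the ancestor. Contrasts that averaged the 2 thaws of each line gave 1778 and 3411 genes. The first thaw alone moved the comparison of the control line with the ancestor most, to 6176 genes. The paper lists a few changed genes and sees no clear pattern of constitutive upregulation among stress response pathways.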

A few genes did show altered expression over evolutionary time (Table S3), but there was no clear pattern of constitutive upregulation across stress response pathways. 

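For the hsps marked in Table S2, 3 sets of values computed here bear on the paper's conclusion about hsps. Their induction at 30° was retained, with a mean log2 fold change of 6.53 in the ancestor, 5.62 in the control line and 4.74 in the heat-selected line. None of them had a significant line by temperature interaction at a 5% FDR by edgeR's quasi-likelihood test. Their summed expression at 20° in the heat-selected line was 0.995 above the ancestor on the log2 scale (exact permutation test, adjusted p = 0.0812), and 1.32 above it in the second thaw alone (exact permutation test, adjusted p = 0.0429). The test on the second thaw compares a single thaw of each line, so it cannot tell a line difference from an effect of thaw. From its own set of hsps, the paper reports similar induction across the lines and no evidence of different basal levels. It concludes that hsps have no apparent part in the assimilated heat shock resistance.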

Thus, despite their canonical role in mediating heat shock response, hsps do not appear to play a role here in the apparent genetic assimilation of heat shock resistance in the selected population.

### Genetic assimilation of heat resistance is only apparent and is context-dependent

Given the discordance in evidence for assimilation at physiological and transcriptional levels, we sought to understand whether the transcriptional response to temperature might underlie a more complex relationship between the environment and phenotype by exploring the evolved norms of reaction for survivorship over a broader range of heat shock temperatures. As in the single temperature assays, we observed a significant interaction between heat shock temperature, population, and rearing environment (F_2, 240_ = 8.17, *P* = 0.0004), indicating that evolved differences in plasticity due to rearing environment affect the rate of survival across the range of heat shock temperatures (Figure 3). In particular, as above, rearing environment had strong effects on resistance within the ancestor (rearing environment-by-heat shock temperature interaction: F_1, 176_ = 18.95, *P* < 0.0001) and control lines (interaction: F_1, 176_ = 53.17, *P* < 0.0001). However, rearing the worms at 30° also induced increased heat shock resistance in the heat-selected lines when the heat shock occurred at temperatures above the selection temperature (>37°; interaction F_1, 35_ = 20.75, *P* < 0.0001). In fact, the heat-selected populations appear to have evolved greater plasticity at high heat shock temperatures, largely by improving inducible heat shock resistance after being raised at 30°. Thus, while assimilation is evident at the specific temperature utilized under direct selection, plasticity is maintained—and even enhanced—at a broader spectrum of formally lethal temperatures.

**Figure 3:**
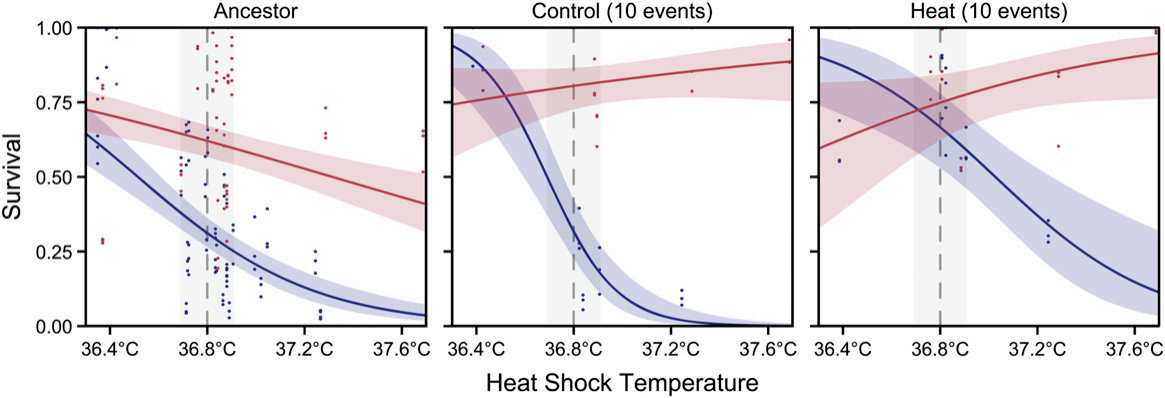
Evolved changes in heat shock reaction norm in evolved lines of *C. remanei* occur by shifting the reaction norm. Shown are predicted reaction norms across a range of heat shock temperatures for a representative of each selection line raised at either 20° (blue) or 30° (red). Points represent the proportion of worms surviving in replicate trials, and solid lines indicate the predicted probability of survival from a logistic regression with 95% confidence intervals. The gray box indicates the temperature range included in the 36.8° heat shock assays, where plasticity was initially measured.

## Discussion

Organisms live in a constantly varying world. In response to this environmental variation, numerous lineages have evolved the ability for individuals to predictably modify their phenotypes in response to environmental heterogeneity. The importance of phenotypic plasticity in influencing ecological and evolutionary processes—such as modifying the probability of extinction or influencing the trajectory of evolutionary response—has long been known by biologists (Baldwin 1896; Morgan 1896; Waddington 1942; Schmalhausen 1949; Bradshaw 1965; West-Eberhard 2003). Despite this recognition, studies of the origin and evolution of phenotypic plasticity, in particular how quickly it can evolve and the genetic basis of plasticity, have been unsatisfactorily inconclusive. One reason is that labile phenotypes that vary in response to environmental change could have naively been seen as lacking any genetic basis and therefore unable to evolve. However, evolutionary biologists now correctly understand that the ability to coherently respond to environmental variation is itself a trait that can evolve and that genetic variation for this trait can be sorted within and among populations (Via 1984). A more important reason for the lack of progress is the difficulty of using comparative studies of phenotypic plasticity in evolved populations to directly address questions of evolutionary rate and genetic mechanism. In this study, we have tackled these holes in our understanding of the evolution of phenotypic plasticity by using a powerful experimental evolution approach.

One specific form of plasticity of broad interest to molecular as well as evolutionary biologists is the increased hardiness that can often be induced by low doses of a toxin or brief exposure to a stressful environment (Calabrese and Baldwin 2003). The induced response, or hormesis, is presumably caused by the upregulation of stress-resistance factors in the initial exposure that then serve a protective function in subsequent, and potentially harsher, exposures (Gems and Partridge 2008). Within *C. elegans*, brief exposure to high temperatures has been shown to yield increased resistance to high temperatures (Lithgow *et al.* 1995) as well as increases in longevity (Gems and Partridge 2008; Le Bourg 2009). Hormesis is not usually discussed in the context of phenotypic plasticity—although it is precisely that—and in this case serves as example of adaptive phenotypic plasticity. There is evidence for genotype-by-environment interaction for this response in *C. elegans* (Rodriguez *et al.* 2012), which is a necessary precursor to the evolution of a plastic response. Here, we find an essentially similar (if not stronger) hormetic response in populations of the closely related and genetically diverse nematode *C. remanei* that have been recently collected from nature. Thus, this pattern of plasticity appears to be highly conserved across this group of nematodes.

Despite this conservation, selection for resistance to nearly lethal high temperatures rapidly produced a complete loss of plasticity for resistance to heat stress in independently evolved replicate lines. Dramatically increased fitness and a complete loss of plasticity were observed after only 10 generations of selection (Figure 1). This pattern of genetic assimilation was very similar to that predicted by Waddington (1953; 1956) more than 60 years ago, but it occurred much more quickly than what may have been otherwise expected. The tempo of this plasticity change could only be assayed in an experimental evolution framework and led to an important subsequent question: how could such rapid evolution occur? Changes in the frequencies of alleles that affect coding sequences of genes or alleles of regulatory elements affecting the levels of expression of different genes could be responsible. We addressed the latter hypothesis and found that the global patterns of gene expression have not been altered in a way that matches the genetic assimilation of the phenotype (Figure 2).

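Over the 14250 genes detected in all 3 lines, the replicate pairs of the control line had a mean slope on the ancestor's log2 fold changes of 0.558 ± 0.291 (SD, n = 6 pairs), and those of the heat-selected line 0.605 ± 0.147 (SD, n = 6 pairs). The lines were not distinguishable at this spread (exact permutation test, p = 0.760). The line by temperature interaction was significant at a 5% FDR in 33 of 15699 genes between the heat-selected line and the ancestor and in 88 of 15780 genes between the control line and the ancestor, by edgeR's quasi-likelihood test. With the replicate number within line as a block these counts were 33 and 39. The heat-selected count moved furthest without a low-count filter, to 100 genes, and the control count under DESeq2, to 330, while without thaw in the model 0 and 3 genes remained. The paper reasons from the regressions of Figure 2 that the global response did not change in the way the phenotype did.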

In contrast to the expectation of global genetic assimilation in transcription, a more focused hypothesis is that particular candidate pathways would experience genetic assimilation. For example, given what is known about the genetics of heat shock resistance (Lindquist and Craig 1988; Morimoto 1998; Volovik *et al.* 2012), one simple means of achieving this pattern of assimilation would be the constitutive upregulation of heat shock protein genes at permissive temperatures, thereby allowing these proteins to provide ready-made protection without the need for them to be induced before rapid exposure to lethal temperatures. Surprisingly, we also did not observe the predicted changes in gene expression levels in these key proteins. Instead, most of the hsp genes that showed differential expression in one or more selection lines showed a high degree of correlation in expression across treatments, and most of the decrease in the environmental induction of expression seemed to result from laboratory adaptation rather than specific assimilation in the heat-selected line. 

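Across the 28 hsps of Table S2 detected in all 3 lines, the log2 fold changes of the control line correlated with those of the ancestor with Pearson's r = 0.907 and Spearman's rho = 0.464. For the heat-selected line r was 0.919 and rho 0.574. These are correlations across genes of one family group, which are not independent replicates. The mean difference from the ancestor was -0.910 in the control line and -1.77 in the heat-selected line. In the second thaw alone these differences were -0.742 and -3.92. With summed counts the order was the opposite, at -1.44 in the control line and -0.572 in the heat-selected line. Neither line differed significantly from the ancestor in summed cpm (exact permutation tests, p = 0.0736 and 0.379). The same held in the second thaw (exact permutation tests, p = 0.4 and 0.133). To the paper, most of the decrease in induction seemed to come from laboratory adaptation and not from assimilation specific to the heat-selected line.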

Thus, neither global nor hsp-focused gene expression patterns evolve in a pattern consistent with the genetic assimilation of the phenotype.

There are several explanations for the divergent observations of genetic assimilation at the level of the phenotype but concurrent lack thereof at the level of gene expression. First, the phenotypic response may be a result of changes in a few key stress response genes. However, the strongest candidates for regulating the heat shock response, the hsps, respond similarly in all lines. A second possibility is that the basal level of gene expression among lines is more important in the heat-selected line, and additional induction of expression under heat stress does not further improve survival. A few genes may be in this category and require further study (Table S3). 

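Of the 86 genes that differed at 20° between the heat-selected line and the ancestor, 47 also responded to temperature in the ancestor at a 5% FDR, and 38 of these had shifted in the direction of the ancestor's response at 30°. A significant line by temperature interaction was found for 12 of the 86 genes. The shift and the interaction occurred together in 5 genes, of which 3 had no significant response to temperature left in the heat-selected line. For the control line, 14 of the 41 genes that differed from the ancestor at 20° responded to temperature in the ancestor, 7 had shifted in the same direction, 2 of these had an interaction and 1 had no response left. All of these tests were edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 20° difference and the ancestor's response share the ancestor's 20° samples, so noise in those samples moves both the same way. The number of shared directions expected from this alone was not computed. Absence of significance in one line is no test of a difference, for which the interaction stands. The paper leaves open whether a few such genes belong to this category.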

Alternatively, constitutive upregulation may be important, but the target of regulation (*e.g.*, protein degradation or post-translational modification) might not be revealed from an analysis of transcript levels.

In contrast to these strictly genetic explanations, another possibility is that our initial finding of phenotypic assimilation is only apparent (Figure 3). In addition to the shift of the reaction norm when raised at 20°, there appears to be a correlated shift in the 30° reaction norm as well, so that plasticity is actually increased at temperatures beyond those initially assayed. This indicates that strong genetic correlations for heat resistance exist between the stressful and permissive environments, as predicted by Via and Lande (1985), and that such correlations may strongly influence the phenotype across multiple environments. Thus, genetic assimilation of the heat resistance response was apparent only and limited to a narrow window of possible environmental perturbations.

It has been long recognized that the specifics of phenotypically plastic responses are dependent on the exact environments in which they are measured (Bradshaw 1965). For example, Waddington saw genetic assimilation as a specific form of canalization, or reduction in phenotypic variation, and hypothesized that canalization could be broken outside the range of environmental variation under which assimilation occurred (Waddington 1942). Our results clearly support this point of view. Even in the context of a significantly reduced set of environmental stimuli, as examined here, it is apparent that the phenotypic and environmental space is complex and multidimensional. Although the evolution of genetic assimilation might be seen as potentially limiting subsequent evolutionary change, traits that presumably exhibit canalization in one range of environmental variation are likely to be periodically exposed to ranges of environmental conditions under which canalization is broken. Therefore, rather than limiting the evolutionary response to selection via the induction of genetic canalization, changing environments instead likely provide a continually shifting substrate for the evolution of plasticity. The dynamic balance between canalization and plasticity is therefore one of the major drivers—and outcomes—of evolution in a complex environmental milieu.

## Supplementary Material

Supporting Information

# Supplementary material for: Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode Caenorhabditis remanei
**Source:** G3 (Bethesda). 2014 Apr 11;4(6):1103–12. doi: 10.1534/g3.114.010553
**Supplement:** Supporting Information

Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode Caenorhabditis remanei — Supporting Information 

# Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode *Caenorhabditis remanei*

## Supporting Information for Sikkink *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figure S1, Tables S1-S3, and Files S1-S2 (PDF, 430 KB)
- Figure S1 - Gene ontology enrichment network for genes differentially expressed by environment. 

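The 15347, 15141 and 14784 genes above the detection threshold in the ancestor, control and heat-selected lines, and the 15963 in any of them, were obtained from the counts with the filter given in the methods. For differential expression Table S1 gives the number of genes at a 5% FDR in a test of temperature with thaw as an additive effect, which edgeR's quasi-likelihood test put at 4748, 4971 and 3782 genes and 7805 for the union. The paper's reported values, from DESeq, are 6431, 4286, 2769 and 8377. Fitting all 36 samples together, with a temperature effect for each line, gave 6237, 3974, 3754 and 8326 genes.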

(PDF, 91 KB)
- Table S1 - Summary of differential expression results by line. (PDF, 39 KB)
- Table S2 - List of the 200 most differentially expressed genes across environments from the RNA-seq analysis. 

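Table S2 gives log2 fold changes between 30° and 20° for 200 genes, of which 29 are marked as hsps. It lists a fold change for 168 of the genes in the ancestor, 132 in the control line and 135 in the heat-selected line. In the edgeR fits every one of these had the same sign as in the table. The median absolute difference between the paper's log2 fold changes and those computed here was 0.0614 in the ancestor, 0.1 in the control line and 0.0732 in the heat-selected line. At a 5% FDR, edgeR's quasi-likelihood test called 167, 132 and 135 of them. For *hsp-3* (CRE00198) the log2 fold changes were 3.32, 1.93 and 2.45 in the ancestor, control and heat-selected lines, and the paper's reported values are 3.36, 1.92 and 2.44.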

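Table S3 compares lines at 20°, where its fold changes are of an evolved line over the ancestor. It lists 90 genes, with a log2 fold change for 51 of them in the heat-selected line and for 61 in the control line. All 51 and all 61 had the same sign in the edgeR fits, with a median absolute difference of 0.0182 and 0.0209 on the log2 scale. By edgeR's quasi-likelihood test, 45 and 37 of them were significant at a 5% FDR. Among the listed changes, 35 of 51 were increases in the heat-selected line and 42 of 61 in the control line, and none of the genes was among the 29 hsps marked in Table S2.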

(PDF, 139 KB)
- Table S3 - List of genes differentially expressed over evolutionary time (20ºC environment). (PDF, 81 KB)
- File S1 - Phenotypic responses for the experimental evolution lines. (.csv, 9 KB)
- File S2 - Data for the full heat shock reaction norm for each line. (.csv, 14 KB)

# Supplementary material for: Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode Caenorhabditis remanei
**Source:** G3 (Bethesda). 2014 Apr 11;4(6):1103–12. doi: 10.1534/g3.114.010553
**Supplement:** Supporting Information

**Table S1 Summary of differential expression results by line.**

| <b>Line</b>          | <b>Genes expressed<br/>above threshold</b> | <b>Differential<br/>expression (FDR 5%)</b> |
|----------------------|--------------------------------------------|---------------------------------------------|
| Ancestor             | 15,347                                     | 6431                                        |
| Control              | 15,141                                     | 4286                                        |
| Heat                 | 14,784                                     | 2769                                        |
| Combined (all lines) | 15,963                                     | 8377                                        |

# Supplementary material for: Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode Caenorhabditis remanei
**Source:** G3 (Bethesda). 2014 Apr 11;4(6):1103–12. doi: 10.1534/g3.114.010553
**Supplement:** Supporting Information

**Table S2 List of the 200 most differentially expressed genes across environments from the RNA-seq analysis.** Dashes indicate that the gene was not detected above our detection threshold at either temperature for the line under comparison; n.s. indicates that transcript levels were not significantly different between environments.

\*Model did not converge

# Supplementary material for: Rapid Evolution of Phenotypic Plasticity and Shifting Thresholds of Genetic Assimilation in the Nematode Caenorhabditis remanei
**Source:** G3 (Bethesda). 2014 Apr 11;4(6):1103–12. doi: 10.1534/g3.114.010553
**Supplement:** Supporting Information

**Table S3 List of genes differentially expressed over evolutionary time (20°C environment).** Listed are genes that were differentially expressed between the ancestor and either evolved population. Dashes indicate that the gene was not detected above our detection threshold in either of the lines under comparison; n.s. indicates that transcript levels were not significantly different between lines.

|                                      | GeneID   | Gene Name     | Gene Description                  | FC: Heat/<br>Ancestor | FDR (Heat) | FC: Ctrl/<br>Ancestor | FDR (Control) |
|--------------------------------------|----------|---------------|-----------------------------------|-----------------------|------------|-----------------------|---------------|
| <b>DE in Heat-<br/>Selected Line</b> | CRE23514 |               |                                   | 8.49                  | 0.0013     | --                    | --            |
|                                      | CRE24278 |               | C-type lectin                     | 7.78                  | 0.0002     | --                    | --            |
|                                      | CRE13167 |               | CUB-like domain                   | 4.32                  | 0.0316     | --                    | --            |
|                                      | CRE16108 |               | CUB-like domain                   | 4.03                  | 0.0156     | --                    | --            |
|                                      | CRE10142 |               | CUB-like domain                   | 3.19                  | 0.0395     | --                    | --            |
|                                      | CRE20697 |               | UDP-glucuronosyl transferase      | 3.12                  | 0.0316     | n.s.                  | n.s.          |
|                                      | CRE18453 |               | Molybdenum cofactor sulfurase     | 2.84                  | 0.0000     | n.s.                  | n.s.          |
|                                      | CRE30538 |               | Helitron helicase-like domain     | -2.79                 | 0.0037     | n.s.                  | n.s.          |
|                                      | CRE15658 |               |                                   | -2.62                 | 0.0012     | n.s.                  | n.s.          |
|                                      | CRE10586 |               | Short-chain dehydrogenase         | 2.59                  | 0.0366     | n.s.                  | n.s.          |
|                                      | CRE02477 |               | Short-chain dehydrogenase         | 2.55                  | 0.0137     | n.s.                  | n.s.          |
|                                      | CRE09885 |               |                                   | 2.49                  | 0.0034     | n.s.                  | n.s.          |
|                                      | CRE24807 |               |                                   | -2.42                 | 0.0000     | n.s.                  | n.s.          |
|                                      | CRE12164 | <i>glb-1</i>  | Globin-related protein            | 2.06                  | 0.0000     | n.s.                  | n.s.          |
|                                      | CRE28721 | <i>lact-6</i> | Beta-lactamase related protein    | 1.94                  | 0.0357     | n.s.                  | n.s.          |
|                                      | CRE09484 |               | C-type lectin                     | 1.83                  | 0.0013     | n.s.                  | n.s.          |
|                                      | CRE09800 |               | Zinc finger protein               | 1.79                  | 0.0041     | n.s.                  | n.s.          |
|                                      | CRE25687 |               |                                   | -1.79                 | 0.0026     | n.s.                  | n.s.          |
|                                      | CRE11848 |               | Glutathione S-transferase         | 1.73                  | 0.0050     | n.s.                  | n.s.          |
|                                      | CRE10310 |               | SCP-like extracellular protein    | -1.67                 | 0.0318     | n.s.                  | n.s.          |
|                                      | CRE18035 |               | aminoglycoside phosphotransferase | -1.66                 | 0.0019     | n.s.                  | n.s.          |
|                                      | CRE30855 |               | NADH oxidase                      | 1.63                  | 0.0006     | n.s.                  | n.s.          |
|                                      | CRE10033 |               |                                   | -1.61                 | 0.0437     | n.s.                  | n.s.          |
|                                      | CRE22864 | <i>lip1-2</i> | Lipase-like protein               | -1.58                 | 0.0051     | n.s.                  | n.s.          |
|                                      | CRE12163 |               | Cytochrome b5                     | 1.58                  | 0.0169     | n.s.                  | n.s.          |
|                                      | CRE00804 | <i>amt-1</i>  | Ammonium transporter homolog      | -1.50                 | 0.0312     | n.s.                  | n.s.          |

|                    | GeneID   | Gene Name        | Gene Description                     | FC: Heat/<br>Ancestor | FDR (Heat) | FC: Ctrl/<br>Ancestor | FDR (Control) |
|--------------------|----------|------------------|--------------------------------------|-----------------------|------------|-----------------------|---------------|
|                    | CRE09420 |                  |                                      | 1.37                  | 0.0342     | n.s.                  | n.s.          |
|                    | CRE18856 |                  |                                      | -1.30                 | 0.0211     | n.s.                  | n.s.          |
|                    | CRE13371 | <i>nit-1</i>     | Nitrilase                            | 1.20                  | 0.0301     | n.s.                  | n.s.          |
|                    | CRE23798 |                  | Integrase                            | n.s.                  | n.s.       | -6.11                 | 0.0000        |
|                    | CRE12053 |                  | DDE endonuclease                     | --                    | --         | 3.29                  | 0.0001        |
|                    | CRE16136 |                  | Methyltransferase                    | n.s.                  | n.s.       | 3.08                  | 0.0479        |
|                    | CRE06358 |                  |                                      | --                    | --         | 2.90                  | 0.0014        |
|                    | CRE07402 |                  | Integrase                            | n.s.                  | n.s.       | -2.73                 | 0.0000        |
|                    | CRE24828 |                  |                                      | n.s.                  | n.s.       | 2.33                  | 0.0104        |
|                    | CRE19091 |                  |                                      | --                    | --         | 2.27                  | 0.0003        |
|                    | CRE00568 |                  |                                      | n.s.                  | n.s.       | -2.26                 | 0.0034        |
|                    | CRE30234 |                  |                                      | n.s.                  | n.s.       | 2.09                  | 0.0012        |
|                    | CRE12487 |                  |                                      | n.s.                  | n.s.       | -2.04                 | 0.0072        |
|                    | CRE08705 |                  | Glutathione S-transferase            | n.s.                  | n.s.       | 2.04                  | 0.0012        |
|                    | CRE10692 |                  | Cytochrome p450 family protein       | n.s.                  | n.s.       | 1.97                  | 0.0000        |
|                    | CRE18381 |                  |                                      | n.s.                  | n.s.       | -1.94                 | 0.0179        |
| DE in Control Line | CRE09193 | <i>cyp-34A10</i> | Cytochrome p450 family protein       | n.s.                  | n.s.       | -1.93                 | 0.0104        |
|                    | CRE19314 |                  | Protein kinase                       | n.s.                  | n.s.       | -1.89                 | 0.0151        |
|                    | CRE28667 |                  |                                      | --                    | --         | 1.88                  | 0.0059        |
|                    | CRE23839 |                  |                                      | n.s.                  | n.s.       | 1.83                  | 0.0012        |
|                    | CRE25599 |                  | Lipase-like protein                  | --                    | --         | 1.78                  | 0.0381        |
|                    | CRE15096 |                  | Cytochrome p450 family protein       | n.s.                  | n.s.       | 1.72                  | 0.0214        |
|                    | CRE11440 |                  | Integrase                            | n.s.                  | n.s.       | 1.57                  | 0.0003        |
|                    | CRE25834 |                  | Integrase                            | n.s.                  | n.s.       | 1.50                  | 0.0434        |
|                    | CRE06192 |                  |                                      | n.s.                  | n.s.       | 1.50                  | 0.0034        |
|                    | CRE28296 |                  | Calponin                             | n.s.                  | n.s.       | -1.46                 | 0.0071        |
|                    | CRE27735 |                  | Prion-like (Q/N-rich) domain protein | n.s.                  | n.s.       | 1.38                  | 0.0068        |
|                    | CRE17915 |                  | Acyl-CoA thioesterase                | n.s.                  | n.s.       | -1.36                 | 0.0028        |
|                    | CRE20531 |                  |                                      | n.s.                  | n.s.       | 1.32                  | 0.0242        |

|                              | GeneID   | Gene Name        | Gene Description               | FC: Heat/<br>Ancestor | FDR (Heat) | FC: Ctrl/<br>Ancestor | FDR (Control) |
|------------------------------|----------|------------------|--------------------------------|-----------------------|------------|-----------------------|---------------|
|                              | CRE29200 |                  |                                | n.s.                  | n.s.       | -1.32                 | 0.0063        |
|                              | CRE09559 |                  | 5'-nucleotidase                | n.s.                  | n.s.       | 1.29                  | 0.0095        |
|                              | CRE29277 |                  | SCP-like extracellular protein | n.s.                  | n.s.       | -1.28                 | 0.0154        |
|                              | CRE10669 |                  |                                | n.s.                  | n.s.       | -1.26                 | 0.0120        |
|                              | CRE14147 |                  |                                | n.s.                  | n.s.       | 1.26                  | 0.0298        |
|                              | CRE06222 |                  | Integrase                      | n.s.                  | n.s.       | 1.24                  | 0.0124        |
|                              | CRE09560 |                  |                                | n.s.                  | n.s.       | 1.16                  | 0.0179        |
|                              | CRE26779 |                  | Integrase                      | n.s.                  | n.s.       | -1.13                 | 0.0428        |
|                              | CRE24146 |                  |                                | n.s.                  | n.s.       | 1.13                  | 0.0104        |
|                              | CRE29479 |                  |                                | n.s.                  | n.s.       | 1.10                  | 0.0154        |
|                              | CRE14067 |                  |                                | n.s.                  | n.s.       | -1.10                 | 0.0283        |
|                              | CRE08770 |                  | Glutathione S-transferase      | n.s.                  | n.s.       | 1.01                  | 0.0136        |
|                              | CRE14333 |                  | 5-oxoprolinase                 | n.s.                  | n.s.       | 0.99                  | 0.0198        |
| DE in Both<br>Selected Lines | CRE14636 | <i>cllec-140</i> | C-type lectin                  | 6.10                  | 0.0006     | 1.95                  | 0.0000        |
|                              | CRE14503 |                  | C-type lectin                  | 5.72                  | 0.0008     | 1.85                  | 0.0000        |
|                              | CRE01641 | <i>chil-8</i>    | Chitinase                      | -3.41                 | 0.0421     | -5.27                 | 0.0001        |
|                              | CRE21731 |                  |                                | -2.84                 | 0.0037     | 1.68                  | 0.0000        |
|                              | CRE05881 |                  |                                | -1.75                 | 0.0328     | -2.67                 | 0.0000        |
|                              | CRE02474 |                  | Dehydrogenase                  | 2.58                  | 0.0143     | 1.72                  | 0.0000        |
|                              | CRE13743 |                  |                                | 2.52                  | 0.0000     | 2.33                  | 0.0000        |
|                              | CRE21610 |                  | C-type lectin                  | -2.42                 | 0.0136     | -1.55                 | 0.0150        |
|                              | CRE09194 | <i>nlp-34</i>    | Neuropeptide-like protein      | -2.38                 | 0.0003     | -1.74                 | 0.0059        |
|                              | CRE13741 |                  | Integrase                      | 2.36                  | 0.0000     | 2.09                  | 0.0000        |
|                              | CRE09886 |                  |                                | 2.27                  | 0.0006     | 1.73                  | 0.0179        |
|                              | CRE13742 |                  |                                | 2.26                  | 0.0026     | 1.95                  | 0.0006        |
|                              | CRE13476 | <i>thn-5</i>     | Thaumatococcus-like protein    | -2.19                 | 0.0000     | -2.02                 | 0.0000        |
|                              | CRE29705 |                  | Integrase                      | 2.10                  | 0.0000     | 1.95                  | 0.0000        |
|                              | CRE07706 |                  |                                | 2.07                  | 0.0000     | 1.40                  | 0.0014        |
|                              | CRE25992 |                  | NADH oxidase                   | 2.03                  | 0.0019     | 1.13                  | 0.0059        |

| GeneID   | Gene Name    | Gene Description             | FC: Heat/<br>Ancestor | FDR (Heat) | FC: Ctrl/<br>Ancestor | FDR (Control) |
|----------|--------------|------------------------------|-----------------------|------------|-----------------------|---------------|
| CRE14226 | <i>gst-1</i> | UDP-glucuronosyl transferase | 1.86                  | 0.0001     | 1.44                  | 0.0005        |
| CRE13701 |              |                              | 1.80                  | 0.0006     | 1.40                  | 0.0136        |
| CRE29704 |              |                              | 1.77                  | 0.0036     | 1.66                  | 0.0005        |
| CRE29212 |              | Glutathione S-transferase    | 1.75                  | 0.0001     | 1.33                  | 0.0012        |
| CRE29481 |              |                              | 1.56                  | 0.0026     | 1.42                  | 0.0001        |
| CRE07709 |              |                              | 1.52                  | 0.0019     | 1.18                  | 0.0028        |

How the deposited data were processed for this re-analysis (not part of the article)

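RNA from pools of L1 larvae of the ancestor, 1 control line and 1 heat-selected line, raised at 20° or 30°, was sequenced in 36 samples, 6 for each line and temperature. The authors filtered the reads, aligned them with GSNAP to the *C. remanei* genome and counted those that overlapped a single gene model with the union mode of htseq-count. They deposited whole-number counts for 31518 gene models in each sample, without normalization, together with the number of reads set aside as unaligned, ambiguous, outside genes or not uniquely aligned. Filtering, alignment and counting are therefore already in the files and could not be varied. Because reads with more than 1 alignment were set aside, the counts of genes with near-identical copies are uncertain. Whether hsps are among them could not be checked without a genome or annotation.

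Line, larval temperature, replicate number and batch letter were taken from the sample labels, and the letters were read as thaws. No sample was left out. Between 2537371 and 11899617 reads per sample were counted on genes, so 3 counts correspond to between 0.252 and 1.182 cpm. No genome or annotation of *C. remanei* was at hand, so genes are given by their identifiers in the files with names from the paper's tables, and no positions, gene lengths or ontology terms were used.

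Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, its quasi-likelihood test and Benjamini-Hochberg adjustment at an FDR of 5%. Temperature was tested within each line, in 12 samples with thaw as an additive effect, for genes above 1 cpm in at least 4 of the 6 replicates of one temperature. Pairs of lines were compared at 20° in 12 samples without a thaw term. The line by temperature interaction was fitted in the 24 samples of 2 lines, with thaw nested in line. Slopes were fitted by ordinary least squares across the log2 fold changes of genes detected in both lines, significant in at least 1 and counted at both temperatures. Since genes are not independent replicates, a slope was also computed for each replicate pair, and lines were compared by exact permutation of 6 pairs against 6.

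The hsps are the 29 genes marked as such in Table S2, since the paper's full set is not in the files analysed here. Table S2 lists the genes most affected by temperature, so the size of their induction is in part a result of how they were chosen. Summed hsp expression is log2 of the summed cpm on library sizes scaled by TMM over all 36 samples, compared by exact permutation tests with adjustment over the 3 pairs of lines.

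Genes are named in the text by a rule fixed before the processed files arrived. It takes the hsps that Table S2 names and the HSP70 and HSPB genes it lists first. It adds the 3 other genes up and the 3 down with the largest smallest change over the lines, if every sample at one temperature lies above every sample at the other. For 20° it takes the first 2 genes of each section of Table S3 and the 3 genes with the largest change between the heat-selected line and the ancestor whose samples are fully separated, and last the genes flagged in the closing section.

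Alternatives were DESeq2 1.42.0 with its size factors, the larger of the gene-wise and fitted dispersions after the manner of the DESeq package, RLE normalization, no filter on low counts, at least 10 counts in every sample, counts thinned to the smallest library, no thaw in the model, the replicate number as a block, each thaw alone, contrasts averaged over thaws, other gene sets and other lines of regression. The scripts were tested on simulated data in which 200 genes were changed 4-fold. At a 5% FDR edgeR recovered 93.5% of them for temperature, 96.5% for lines at 20° and 77.5% for the interaction, and of the genes it called 6.03%, 3.015% and 4.321% were unchanged. For DESeq2 18.57%, 10.91% and 10% of the genes called were unchanged. No thaw effect was simulated, so these shares do not show how many false calls arise where thaws differ, as in the comparisons of lines. Figures were drawn with matplotlib 3.10.9.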

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

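The flagged results are of 2 kinds: samples far from the other 5 of their line and temperature, and differences in temperature response between lines. The predictions behind the tests of single genes were all made after the results had been seen.

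Among 84 groups of 6 samples, 2 had a sample far from the rest by Dixon's criterion, and 4.2 would be flagged by chance. The integrase gene CRE26773 had a log2 cpm of 3.932 in heat-selected replicate 3 at 20°, against -1.506 to 0.4656 in the other 5 samples. It had 54 reads where the rate of the others gives 1.25 (exact Poisson test, p = 3.681e-67), so counting error does not account for it. In the same replicate its level at 20° was 7% of that at 30°, and the median of 24 hsps was 8.54%, a ratio of 0.8199. A candidate explanation is thus that it rose together with the hsps in this sample. Whether that came from the larvae or from the handling of the second thaw cannot be told. In control replicate 1 at 30°, the smallest library, CRE23514 had a log2 cpm of 1.75, against -0.4182 to 0.3657 in the others. Its 12 reads against 2.63 expected are more than counting error gives (exact Poisson test, p = 4.164e-05). No biological explanation was tested for it.

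The temperature response of CRE13476, named *thn-5* in Table S3, differed between the control line and the ancestor by 1.451 on the log2 scale (adjusted p = 0.0306 from edgeR). Its level at 20° fell in both evolved lines, from 49.2 ± 10.4 cpm (SD, n = 6) in the ancestor to 12.0 ± 1.95 cpm (SD, n = 6) in the control line. The thaws of the control line differed at 20° by -0.123 and those of the ancestor by 0.5542 on the log2 scale. The larger is a share of 0.382 of the interaction, and thaw was in the model. Thaw differences of this size do not account for most of it, but the share is not small enough to rule out a contribution. No biological explanation was tested.

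The other single-gene flags are C-type lectin genes of the heat-selected line. The response of CRE24278 differed from that of the control line by -6.536 (adjusted p = 0.00314 from edgeR). For CRE14636 the difference was -3.927 from the ancestor and -3.297 from the control line (adjusted p = 8.32e-06 and 0.000159 from edgeR), and for CRE14503 it was -3.884 and -3.138 (adjusted p = 6.18e-05 and 0.000156 from edgeR). At 20° the second thaw of the heat-selected line exceeded its first by 6.161, 5.17 and 4.545 log2 cpm in these genes, while the interactions ranged from -3.138 to -6.536. The 5.17 and 4.545 hold for both comparisons of CRE14636 and CRE14503. The interactions come from a gain at 20°, where CRE14636 had 241 cpm in the heat-selected line and 3.52 cpm in the ancestor, and expression at 30° was not lost, at 8.59 cpm against 2.19. Part of the gain over the ancestor was present in the first thaw, with 8.80 and 10.3 cpm of CRE14636 against at most 4.35 cpm in the ancestor, and 9.03 and 8.44 cpm of CRE14503 against at most 3.96 cpm, levels near those of the control line. For the much larger remainder in the second thaw, and for CRE24278, a difference between thaws is a candidate explanation. The model removes a thaw difference that is alike at both temperatures, so it would have to be specific to 20°, which was not tested.

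The number of genes with a line by temperature interaction was 88 between the control line and the ancestor, 33 between the heat-selected line and the ancestor and 44 between the evolved lines, at a 5% FDR by edgeR. Of 100 splits of the samples, the real one included, 1, 1 and 2 gave as many genes. A split that instead grouped the first thaw of one line with the second thaw of the other gave 9, 146 and 59 genes. In both comparisons of the heat-selected line the batch and the line cannot therefore be told apart. A thaw difference shared by both lines cancels in this split, so the 9 genes do not exclude one for the control line. Sequencing depth also matters, since counts thinned to the smallest library left 45, 18 and 23 genes.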

How the results depend on the processing

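The main settings, the alternatives and the rule for named genes were fixed before the processed files arrived, with the exception named at the end. Under every alternative run for them, the correlations of log2 fold changes and the control slope kept their direction and their side of the test. For the control slope this holds among regressions on the ancestor. With the axes swapped, a weaker response of the evolved line without scatter would give a slope above 1. The 0.891 of the control line there is thus not the same result. The numbers of detected genes have no test. They moved by less than 1.5 times with TMM-scaled cpm, all 6 replicates or thinning. The mean hsp log2 fold change in the evolved lines and its difference from the ancestor kept their direction. Their p come from tests on summed hsp cpm that are the same under most settings, so these say nothing about robustness of the tests. Among rows for headline results, 173 were unchanged, 45 counts moved by more than 1.5 times, 7 became significant, 1 lost significance and 5 reversed. Among rows for single genes, 232 were unchanged, 3 lost significance and 2 reversed.

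Genes affected by temperature fell without thaw in the model to 2365 in the ancestor, 3218 in the control line, 2174 in the heat-selected line and 4891 in the union. The first thaw alone left 301, 892, 958 and 1671 genes, and the second alone 2515 in the ancestor, with 2 samples at 30°. Without the covariate, differences between thaws enter the residual spread, and single thaws have fewer samples.

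At 20°, the control line differed from the ancestor in 180 genes with DESeq2, 78 with the larger dispersion, 23 with at least 10 counts in every sample, 27 after thinning, 3411 averaged over thaws, 6176 in the first thaw and 69 in the second. For the heat-selected line against the ancestor DESeq2 gave 257, at least 10 counts 51, the average over thaws 1778, the replicate block 294, the first thaw 510 and the second 343. Between the evolved lines DESeq2 gave 307, the average over thaws 284, the first thaw 1 and the second 960. Thaws of one line differed in 5830, 1472 and 756 genes. Models that remove the thaw may call more genes for that reason, but residual spread was not measured. Between the evolved lines the first thaw went the other way, with 1 gene against 131 in the main fit. The replicate block gave 135 there. Each thaw still belonged to 1 line in these settings.

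Interactions between the control line and the ancestor numbered 330 with DESeq2, 267 without a filter, 31 with at least 10 counts, 45 after thinning, 3 without thaw and 39 with the replicate block. For the heat-selected line against the ancestor they numbered 92, 100, 15, 18 and 0 under the first 5 of these settings and 90 in the second thaw. Between the evolved lines they numbered 86, 294, 23, 23 and 8, then 19 with the replicate block and 111 in the second thaw. Low counts carry many of these genes, so depth limits how many can be found.

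The heat-selected slope passed 1 with the axes swapped, at 1.035, where the scatter of the evolved line lies on the x axis. A weaker response of the evolved line also puts this slope above 1, so the value is no evidence against one. Whether noise accounts for this was not tested. The difference of slopes reversed without thaw to -0.0461, in genes significant in both lines to -0.00409, with the reduced major axis to -0.0436 and in the second thaw to -0.185. In none of these did the replicate pairs differ significantly.

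The mean hsp log2 fold change of the ancestor was 7.93 in the second thaw, where its samples are too few to reach significance. Summed hsp expression at 20° became significant with total counts as library size, at -0.268 for the control line, 0.826 for the heat-selected line against the ancestor and 1.094 against the control line. The mean of log2 cpm, which weighs weak hsps equally, gave 1.713 and 2.429 for the heat-selected line, and the second thaw 1.319 and 1.494. With the replicate block CRE23798 went to 0.00107 in the heat-selected line against the ancestor and CRE18319 to -0.483 in the control line, neither significant.

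Hsps taken from an annotation were not run because no annotation was at hand. One setting was chosen after seeing the data: with ancestor replicates 5 and 6 at 30° placed in the second thaw, 6414 genes responded to temperature in the ancestor and the slopes were 0.776 and 0.791.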

Differences from the paper's values

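For the control line the paper's t of the slope against 1 is -59.49 and the value here was -48.29, and for the heat-selected line the paper's is -60.63 and the value here -51.15. None of the alternatives set before the files arrived came within 1 of these. The paper's t for the difference of slopes is 4.78 and the value here was 3.74. With DESeq2 it was 4.64 and with counts thinned to the smallest library 4.52, both within 1 of the paper's, and the other alternatives did not close the gap.

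Table S3 gives a fold change in the heat-selected line for 51 genes at 20°, and 86 genes differed from the ancestor here. Requiring at least 10 counts in every sample gave 51 genes and thinning to the smallest library 62. With the other alternatives the count stayed more than 1.5 times the paper's.

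For CRE24573 the paper's log2 fold changes are -34.57 in the control line and -33.46 in the heat-selected line, and those here were -6.97 and -5.71. The gene had no count at 30° in either line, so the size of the decrease depends on the fit. The difference between the values therefore cannot be interpreted, and no alternative came near the paper's.

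The paper's number of genes affected by temperature in the ancestor is 6431 and in any line 8377, against 4748 and 7805 here, less than 1.5 times apart. A setting chosen after seeing the values, with ancestor replicates 5 and 6 at 30° placed in the second thaw, gave 6414 in the ancestor and 8501 in any line. The replicate block gave 6899 and 8379, and 1 fit of all 36 samples 6237 and 8326. In Table S1 the ancestor has the most genes affected by temperature, whereas in the main fit here the control line did, with 4971. The ancestor came first with DESeq2 (5552 against 4974 in the control line) and without a filter (5253 against 5102). It came first too with the replicate block (6899 against 4021) and 1 fit of all samples (6237 against 3974). The control line stayed first with the larger dispersion, RLE normalization, at least 10 counts, thinning, no thaw in the model and each thaw alone.

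Table S2 lists *daf-21* (CRE04918) as not significant in the control line, where its log2 fold change here was 2.20 (adjusted p = 0.00105 from edgeR). The paper reports no evidence of a difference in basal hsp expression among its populations at 20°. Here all 24 hsps tested were higher in the heat-selected line than in the ancestor, 2 of them at a 5% FDR. Against the control line 10 of 24 were significantly higher. The summed expression did not pass adjustment (exact permutation test, adjusted p = 0.0812). Against the ancestor, hsp expression passed with the mean of log2 cpm, total counts as library size or the second thaw alone (exact permutation tests, adjusted p = 0.0227, 0.0238 and 0.0429). It did not with the largest hsp left out (exact permutation test, adjusted p = 0.0552) or the replicate block (exact sign-flip test, adjusted p = 0.0938). The second thaw alone compares a single thaw of each line, so it cannot tell line from thaw. The paper describes the plasticity of hsps as equivalent in the evolved lines. The mean log2 fold change here was lower than in the ancestor by -1.77 in the heat-selected line, in 28 of 28 hsps, with no hsp significant for the interaction.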

Other observations

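The real split of the samples was compared with others, 100 splits in all for each test. For temperature, only 1 of 100 gave as many genes in the ancestor, 1 in the control line and 1 in the heat-selected line, the real split itself. At 20° the counts were 2 for the control line against the ancestor, 3 for the heat-selected line against the ancestor and 4 for the evolved lines. The largest other splits at 20° gave 4846, 6065 and 814 genes, more than the real 41, 86 and 131. In the first of these both first-thaw ancestor samples fell on one side, and in the last all first-thaw samples of both lines did. Splits that grouped the first thaw of one line with the second thaw of the other gave 0, 2 and 17 genes. A thaw difference shared by both lines cancels in such a split. Each thaw also belongs to 1 line, so a difference found in only 1 of the lines is mixed with samples of the other and may be missed. These counts therefore do not show that thaw effects are small. The split of the ancestor by thaw gave 1741 genes, and temperature without thaw in the model 2365.

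Thaws of one line differed at 20° in 5830 genes in the ancestor, 1472 in the control line and 756 in the heat-selected line, by edgeR at a 5% FDR with 2 samples against 4. This may account for the larger gene numbers at 20° when thaws are modelled or taken singly. The prediction was made after those numbers had been seen.

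Noise in the ancestor's log2 fold changes could lower the slopes of the evolved lines. Over 48 splits of the ancestor's samples, the median slope of one part on the other was 0.952 for the genes of the control comparison and 0.9595 for those of the heat-selected comparison, and no split reached the slopes of the evolved lines. Those genes had been chosen with all of the ancestor's samples, so both parts shared the choice. In a further test, chosen after the results were seen, genes were taken if significant in the part on the x axis or in the evolved line. The slope between parts was then 0.9517 and 0.9613, again above that of the evolved lines in all 48 splits, and the slopes of the evolved lines rose to 0.7949 and 0.7995. In the ancestor at 30°, replicates 1 and 2, 3 and 4, and 5 and 6 had similar log2 summed hsp cpm. The values were 15.51 and 15.39, 16.55 and 16.56, and 15.93 and 15.73. Where a split divides such a couple, the parts may not be independent, which would by itself raise the slope between them. How much of the reduction comes from noise between independent pools therefore cannot be told from these splits. The size of the reduction also depends on how genes are chosen.

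Differences between thaws could lower the slopes too. Between the ancestor's own thaws the mean slope was 0.8169 and 0.8415 over the same genes. The thaws of the control line gave 0.8004 and 0.5411 in the 2 directions, with a mean of 0.6708, and those of the heat-selected line 0.5632 and 1.084, with a mean of 0.8239. The slopes on the ancestor, 0.679 and 0.712, lie below the ancestor's own thaw slopes but within the range of the evolved lines' thaws. How much of the reduction comes from thaw differences cannot be told. The predictions for noise and thaws were made before the results.

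The heat-selected line had the fewest genes affected by temperature and on average the smallest libraries. With all samples thinned to one depth, 3604 genes were found in the ancestor, 3865 in the control line and 3190 in the heat-selected line. The ratio to the heat-selected line was then 1.13 for the ancestor and 1.212 for the control line. Depth could therefore account for part of the difference but was not shown to account for all of it.

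Ancestor replicates 5 and 6 at 30° carry the letter of the first thaw. Over 1000 genes chosen at 20°, their mean r with second-thaw samples exceeded that with the other first-thaw samples by 1.061, being 0.527 and -0.534. Centring on 2 groups makes such values mirror each other. Ambiguous reads were 0.11% and 0.12% in these samples, 0.2% and 0.22% in replicates 1 and 2 and 0.1% and 0.11% in replicates 3 and 4. A mislabelled batch may explain this. A wrong temperature does not, since the lower of them lay 3.404 log2 units above the highest ancestor sample at 20° in summed hsp cpm. Both predictions came after the pattern was seen, and the labels were kept in the main fits.

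Among the 18 samples at 30°, the share of reads not uniquely aligned rose with summed hsp expression (Pearson's r = 0.769, permutation p = 0.00013, adjusted 0.00052; Spearman's rho = 0.845, permutation p = 3e-05, adjusted 0.00012). Without the 2 samples farthest from the median r was 0.841. Within lines r was 0.694 in the ancestor (exact permutation p = 0.131, adjusted 0.131), 0.929 in the control line (exact permutation p = 0.00417, adjusted 0.00833) and 0.966 in the heat-selected line (exact permutation p = 0.0139, adjusted 0.0185), with rho of 0.486, 0.943 and 0.886. Without the 2 farthest samples these became -0.675, 0.692 and 0.672, so within the ancestor the relation rests on those samples. The 4 relations form one family, and single thaws hold too few samples to test. At 30°, replicates 1 and 2, 3 and 4, and 5 and 6 of each line had similar summed hsp expression. In the control line these couples had log2 values of 12.40 and 12.77, 16.54 and 16.42, and 14.19 and 14.05. If the samples of a couple are not independent, these permutation p-values are too small. Reads from near-identical hsp copies are a candidate explanation, thought of after the relation was seen, and if so the induction of hsps is undercounted.

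The higher hsp counts of the heat-selected line at 20° were weighed against 3 technical explanations. If reads of 30° libraries had been assigned to 20° libraries, the ratio of 30° to 20° would be alike in all hsps. Its SD over 25 hsps was 1.498 times the counting error, more than an exchange alone gives. Exchanged reads would add to expression that differs among hsps, so this does not exclude one, and the SD was smaller than in the other lines, as an exchange would make it (0.2934 against 0.6969 in the ancestor and 0.5329 in the control line). If 30° material had been mixed in, other induced genes would rise by the same share of their 30° level. The median was 4.38% in 24 hsps and 9.77% in 19 other genes, a ratio of 2.229 that leaves this open, and 19 of 19 were higher in the second thaw. For a thaw difference, the mean of the first-thaw samples was -0.0795 from the ancestor's mean over both thaws, and that of the second thaw 1.533 above it. Against first-thaw samples only, however, the heat-selected mean of 11.58 was above the 11.23 of the ancestor and the 11.27 of the control line, and by replicate number it was above the ancestor in 6 of 6 pairs. With 2 first-thaw samples per line a smaller rise there can be neither shown nor excluded. The thaw prediction was made after the values were seen. The rise cannot be told apart from an effect of thaw, mixing or exchanged reads, and evolved basal expression remains a hypothesis.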
